# Spontaneous intake of essential oils after a negative postnatal experience has long-term effects on blood transcriptome in chickens

**DOI:** 10.1038/s41598-020-77732-5

**Published:** 2020-11-26

**Authors:** Aline Foury, Anne Collin, Jean-Christophe Helbling, Christine Leterrier, Marie-Pierre Moisan, Laurence A. Guilloteau

**Keywords:** Physiology, Health care

## Abstract

Chicks subjected to early stressful factors could develop long-lasting effects on their performances, welfare and health. Free access to essential oils (EO) in poultry farming could mitigate these effects and potentially reduce use of antimicrobial drugs. This study on chicken analyzed long-lasting effects of post-hatch adverse conditions (Delayed group), and the impact of EO intake on blood physiological parameters and transcriptome. Half of the Control and Delayed groups had free access to EO, while the other half had only water for the first 13 days post-hatching. Blood analyses of metabolites, inflammation and oxidative stress biomarkers, and mRNA expression showed sex differences. Long-lasting effects of postnatal experience and EO intake persisted in blood transcriptome at D34. The early adverse conditions modified 68 genes in males and 83 genes in females. In Delayed males six transcription factors were over-represented (NFE2L2, MEF2A, FOXI1, Foxd3, Sox2 and TEAD1). In females only one factor was over-represented (PLAG1) and four under-represented (NFIL3, Foxd3, ESR2 and TAL1::TCF3). The genes showing modified expression are involved in oxidative stress, growth, bone metabolism and reproduction. Remarkably, spontaneous EO intake restored the expression levels of some genes affected by the postnatal adverse conditions suggesting a mitigating effect of EO intake.

## Introduction

In poultry production systems, broiler chicks can be exposed to various stressful factors in the hatchery, during transportation to rearing houses and in their first days of life. These early-life stresses have long-lasting effects on their performances, but also on welfare and health^1,2^ often requiring the use of antibiotics. Alternatives to antibiotics treatment used in animal production is a field of intense research, driven by the emergence of resistance to bacteria and the societal demand for more sustainable rearing practices and veterinary medicines. An appealing alternative to antibiotics/chemical antimicrobial drugs is the use of specific plants or substrates with medicinal properties to control or to prevent diseases. In particular, essential oils (EO) extracted from aromatic plants are known to offer multi-functional medicinal properties including antimicrobial, antioxidant, anti-inflammatory, immune and nervous regulatory properties^3–6^. These regulatory properties are linked to the terpenoids (monoterpenes, sesquiterpenes) and aromatic compounds present in EO. Phenols, alcohols and ketones have also been reported to have an antibacterial action^7^. In chickens, EO have been employed as feed additives to promote growth and health^8,9^. However, in most studies, the EO were included in the feed of the animal and their ability to mitigate long-term effects of early-life stresses was never analyzed.

In a previous study, we developed an experimental model reproducing adverse perinatal conditions in chicks including the deprivation of feed and water, unpredictable shaking in transportation boxes and temperature changes 24 h after hatching, summarized as “negative postnatal experience”. These conditions resulted in reduced growth up to 34 days of age^10^, fecal-specific odors detectable by rats^11^ and a fecal metabolomic signature highlighting persistent differences in adaptive response, energy metabolism and microbiota composition compared to optimal conditions^12^. Interestingly, we reported that chicks provided with EO independently of their feed were able to self-select which EO they consumed in response to their postnatal experience and that this EO intake mitigated some detrimental effects on growth parameters induced by this negative postnatal experience^10^.

To complete these data, we examined whether the spontaneous intake of EO would mitigate the long-lasting consequences of negative postnatal experience on health parameters. More precisely, we hypothesized that the negative postnatal experience would alter blood physiological parameters such as metabolites, inflammation and oxidative stress biomarkers and reveal a specific transcriptomic signature in blood cells, but also that EO intake may restore these physiological parameters. We focused on gene expression profiling to assess health status because it is a non-invasive approach that is increasingly used to obtain a general, non-biased view of the biological pathways that are affected by a given condition. This approach has been used to assess the effects of early life stress in humans^13^ and also in animals^14^ including laying hens^15^ but not in broiler chickens.

Based on our previous study, three EO were chosen for their complementary properties to control microbial infections, reduce stress response, and improve digestive and immune system functions. Among the numerous biological activities of Cardamom EO, antioxidant, antispasmodic, anti-inflammatory, gastroprotective and antibacterial properties have been reported^16–18^. Marjoram EO demonstrates a variety of biological activities including a hepatoprotective role^19^, and lemon verbena EO has been shown to have analgesic, anti-inflammatory, sedative, and digestive properties^20^.

Thus, the objectives of the present study were i) to characterize the immediate and long-lasting effects of a negative postnatal experience on blood physiological parameters and the long-lasting effects on whole gene expression in blood cells of fast-growing broiler chickens and ii) to analyze the effects of EO intake on blood metabolites, inflammatory and redox statuses and mRNA expression of a selection of genes in chicks exposed or not to this negative postnatal experience.

## Results

In this section, to facilitate the reading, the postnatal negative experience is called “delayed placement” and the group concerned as the “Delayed group”.

### Immediate effects of delayed placement on physiological parameters of blood

The chicks of the Delayed group demonstrated a significant immediate effect on metabolism shown by a decrease in plasma glucose and triglyceride concentrations (p < 0.0001 for both) and on the redox balance shown by a significant increase in thiobarbituric acid reactive substances (TBARS; p < 0.001) in the liver, and as a tendency there was a rise in blood total antioxidant status (TAS; p = 0.091) (Fig. 1). A significant sex effect (p = 0.009) and interaction (p = 0.011) was found for triglycerides only.

**Figure 1:**
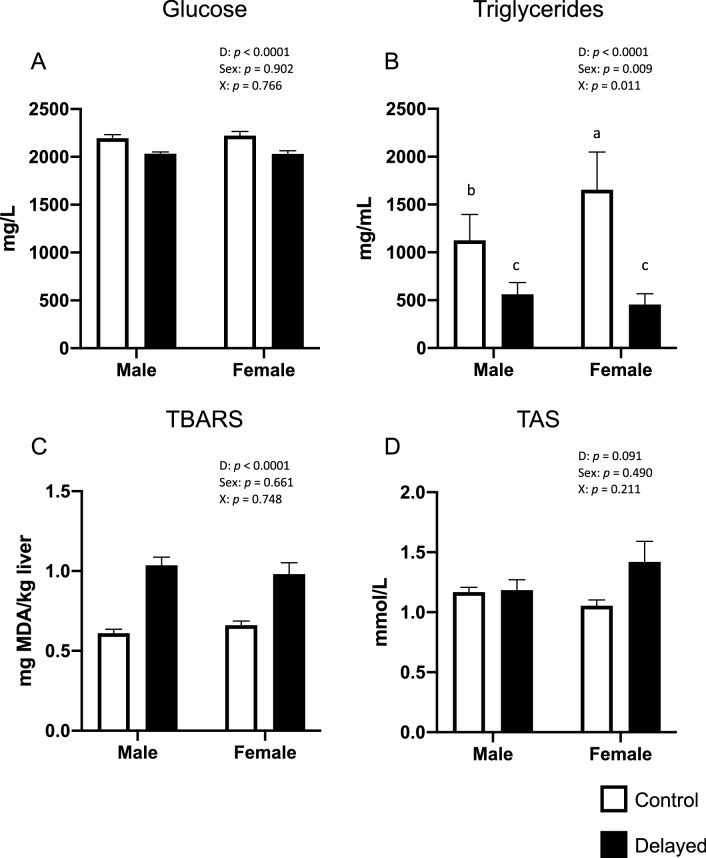
Effects of delayed placement and sex on metabolic and physiological parameters of plasma from one-day-old chicks: (**A**) glucose concentration; (**B**) triglyceride concentration (**C**) Thiobarbituric acid reactive substances (TBARS) and (**D**) Total Antioxidant Status (TAS). Bars represent the mean ± SEM of values measured in different groups. Two-way ANOVA results are shown for each parameter. D = delayed effect, X = interaction between delayed placement and sex effects.

### Long-lasting effects of delayed placement and EO intake on physiological parameters of blood

Metabolite plasma concentrations and redox balance differed significantly between males and females at D34. Triglyceride concentrations were higher in males than in females, whereas uric acid, TAS, ferric reducing ability of plasma (FRAP) and haptoglobin-like activities were higher in females than in males (Table 1).

**Table 1:** Metabolites and redox balance in blood of 34-day-old broiler chickens.

Physiological parameters	Male	Female	*p*-value
Glucose (g/L)	2.37 ± 0.04^a^	2.36 ± 0.05^a^	0.804
Triglycerides (mg/L)	0.80 ± 0.07^a^	0.62 ± 0.03^b^	**0.023**
Uric acid (mg/L)	56.57 ± 2.56^a^	66.34 ± 3.77^b^	**0.041**
TAS (mmol/L)	0.80 ± 0.02^a^	0.96 ± 0.04^b^	**0.001**
FRAP (µmol/L)	705.27 ± 22.53^a^	800.45 ± 24.80^b^	**0.007**
SOD (%)	77.79 ± 0.02 ^a^	76.01 ± 0.02 ^a^	0.439
TBARS (nm MDA/mL)	0.60 ± 0.02 ^a^	0.60 ± 0.03 ^a^	0.952
Haptoglobin-like (mg/mL)	0.18 ± 0.01^a^	0.22 ± 0.01^b^	**0.002**

Data are presented as mean ± SEM. Different letters correspond to significant differences (*p* < 0.05) between males and females (ANOVA).

At D34 in males, we observed no interaction between EO intake and the delayed placement after hatching and no delayed placement effects. However, EO intake had significant effects on two physiological parameters, namely uric acid and FRAP activity, which were increased with EO intake (Fig. 2A,B). At D34 in females, an interaction between EO intake and the delayed treatment was observed on haptoglobin-like activity (p = 0.034), but without significant differences between groups (Fig. 2D). No effect of the delayed treatment was observed, but triglyceride concentration was decreased with EO intake independently of the postnatal experience (Fig. 2C).

**Figure 2:**
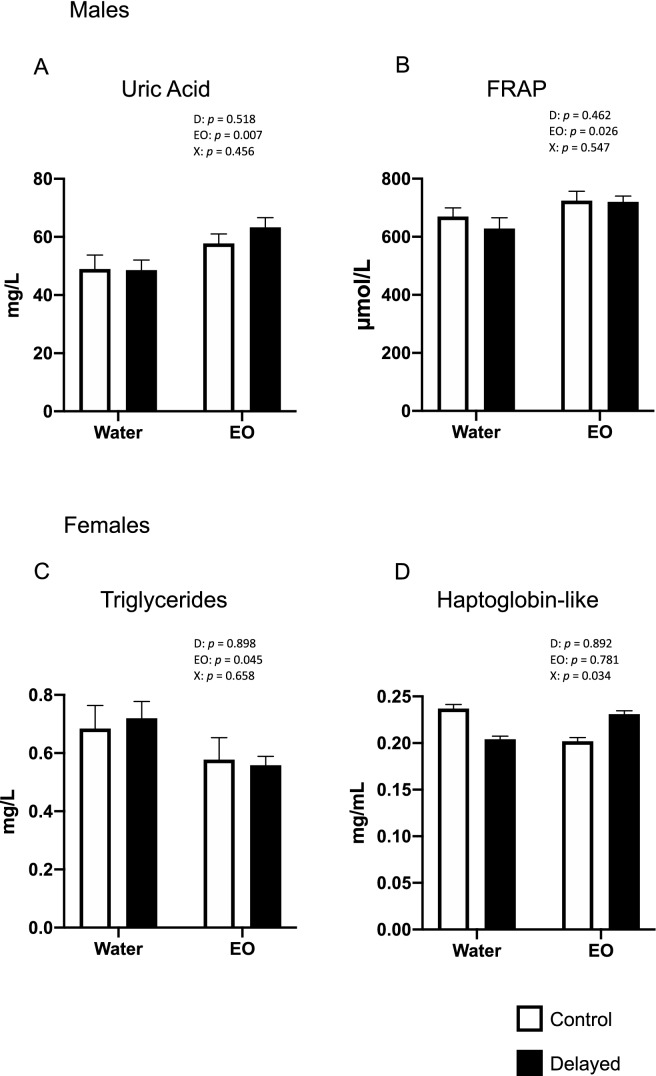
Effects of delayed placement and EO intake on physiological parameters of blood in 34-day-old male and female chickens: (**A**) urid acid concentration; (**B**) FRAP activity (**C**) triglyceride concentration and (**D**) haptoglobin-like. The bars represent the mean ± SEM of values measured in different groups. Two-way ANOVA results are shown for each parameter. D = delayed effect, EO = essential oil, X = interaction between delayed placement and EO effects.

### Long-lasting effects of delayed placement on blood transcriptome in broiler chickens

Microarray gene expression profiling was performed on blood cells from chickens at D34 in the Delayed and Control groups that had access to water only, to obtain a global biological signature of the long-lasting effects of the delayed placement. 

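Blood cell RNA of 24 chickens was labelled with the dye Cy3 and hybridized to single-colour Agilent chicken oligonucleotide arrays, with 1 chicken per array. The chickens were Hubbard Classic broilers sampled on day 34. Delayed chicks had spent 24 h without food and water, with irregular movement and varied room temperature, before placement in pens, whereas Control chicks were placed immediately. By the sample labels, the arrays held 6 male Control, 5 male Delayed, 6 female Control and 7 female Delayed chickens, whereas the paper's methods give 6 males and 6 females per condition. The columns of the paper's heatmaps of differentially expressed genes have the group sizes of the labels. The paper does not list its chickens, so all 24 arrays were used as labelled. The arrays lay on 3 slides, each with 2 chickens of every group, except that the third slide held 1 male Delayed and 3 female Delayed chickens. The authors deposited the output of Agilent Feature Extraction, which gives the median pixel intensity of each spot without normalization between arrays, and their own processed log2 values, which by the paper's methods were filtered, corrected for washing and labelling series and quantile normalized. The slide explained 79.4% of the first principal component of these processed values too. The median intensity over the spots of an array was 178 to 214.5 in male Control (median 205), 188 to 250 in male Delayed (median 218), 196 to 230.5 in female Control (median 208.5) and 175 to 236 in female Delayed chickens (median 198). The share of spots well above background was 81.8% to 88.0% (median 83.0%), 80.3% to 87.3% (median 84.7%), 81.1% to 87.8% (median 82.3%) and 76.1% to 86.9% (median 84.8%) in the same order of groups, and no spot was saturated. From these files, log2 of the median intensity was taken, as in the paper's methods, and quantile normalized over the 24 arrays. Outlier spots were set to missing and repeated spots of a probe were averaged. The paper's correction for washing and labelling series was not repeated, since the series of each chicken was not found in the paper or the sample labels. The slide was tested as a block in place of the series. Delayed and Control chickens were compared by limma within each sex, with no covariate. The median SD of a probe between chickens of a group was 0.22 (log2) in male Control, 0.23 in male Delayed, 0.24 in female Control and 0.23 in female Delayed chickens, and the number of chickens limits the precision of each value. The correlation between 2 arrays across probes, which are not independent replicates, was 0.983 to 0.991 for the 61 pairs within a group and 0.975 to 0.991 for the 215 pairs from different groups.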

Microarrays consisted of 60,000 oligonucleotide probes, representing 12,349 annotated genes, i.e. 80% of the *Gallus gallus* genome. 

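The arrays held 61350 spots that were not controls, from 60539 different probes. A gene name was found for 36509 probes, which gave 14225 different names. The files named 27473 of them, a further 6642 were named from the probe name, and 1435 and 959 were matched by gene identifier and by accession to the NCBI gene table of the chicken assembly GRCg7b, which was used for names only. The files place 42429 probes on the older chicken assembly galGal3, and positions are given on that assembly. Probes were kept where they were well above background on at least 50% of the arrays of at least 1 of the 4 groups. This left 52479 probes, of which 20170 had no gene name and the others covered 13097 named genes. On every array, 43160 probes were well above background.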

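A principal component analysis was computed over the 24 arrays from the 52297 probes without a missing value, each scaled to unit variance. The first component held 12.3% of the variance. Sex explained 1.32% of it (permutation test, p = 0.59) and placement 0.316% (permutation test, p = 0.792), whereas the slide explained 79.4% (permutation test, p = 1e-05, the smallest that the permutations can give). The second component held 9.93% of the variance and the third 7.92%. Sex explained 40.4% of the second (permutation test, p = 0.00096) and 43.5% of the third (permutation test, p = 0.00062). With single chickens left out, these shares ranged from 22.8% (without female Control replicate 5) to 67.2% (without male Delayed replicate 5) and from 16.4% (without male Delayed replicate 5) to 51.5% (without female Delayed replicate 3). Placement explained 1.03% of the second (permutation test, p = 0.638) and 0.179% of the third (permutation test, p = 0.842). The choice that moved the first component most among those planned was to leave the probes unscaled, which gave it 29.1% of the variance, of which sex explained 99.7%. In limma's fit over all arrays with placement as covariate, 2456 probes differed between the sexes at an adjusted p under 0.05, 772 higher and 1684 lower in females. Of the 1236 probes of chromosome Z, 781 were called, 746 of them lower in females, and their median log2 fold change between females and males was -0.49. Of the 35 probes of chromosome W, 24 were called, 21 of them higher in females. The mean of the W probes was 11.66 to 12.07 on the arrays labelled female and 7.90 to 8.27 on those labelled male, so that no array went against its label. The probe of HINTW (W_random, 581338 to 581397), the W-linked gene of a histidine triad protein, had a log2 intensity of 18.33 ± 0.11 (SD, n = 13) in females and 5.00 ± 0.09 (SD, n = 11) in males, where it was not well above background on any array. Females were at least 9315-fold higher, taking for males the lowest signal well above background on each array (adjusted p = 8.42e-39 from limma). The brightest probe of HINTW had signal in both sexes and a log2 fold change of 4.47 (standard error 0.0566).

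**Figure D1:**
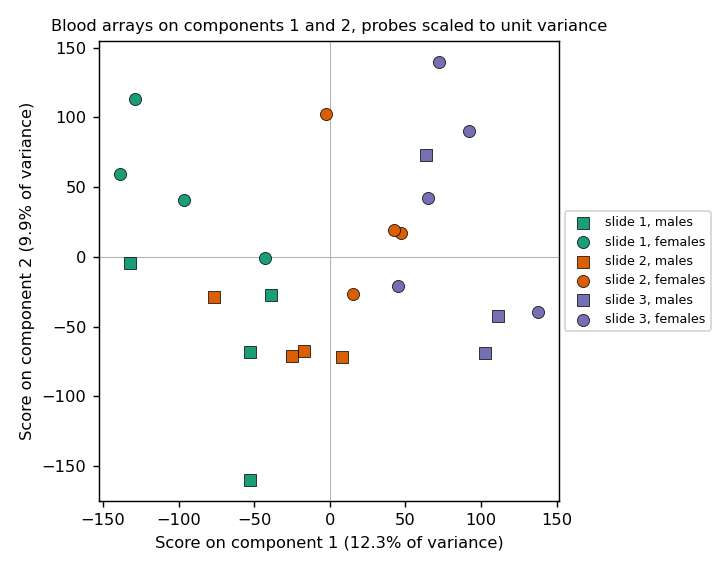
Scores of the 24 chickens on the first component (x axis, 12.3% of the variance) and the second component (y axis, 9.93%) of the scaled probes. Each point is a chicken, colours stand for the 3 slides and shapes for sex. Slides 1 and 3 lie apart along the first component, slide 2 overlaps both, and male Control replicate 3 lies at 73.03 on the second.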

A principal component analysis of gene expression for each individual showed a strong sex effect (Fig. 3A), therefore sexes were analyzed separately thereafter. 

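Delayed and Control chickens were compared on 52479 probes of 13097 named genes. In males, limma with Benjamini-Hochberg adjustment gave 0 probes at an adjusted p under 0.05, while 1502 probes (2.86%) had a non-adjusted p under 0.05. The lowest adjusted p in males was 0.143, shared by 3 probes, of which 2 lie in the gene TPPP and the third, A_87_P014889, has no gene name (chromosome 2, 56800714 to 56800773). In females limma also gave 0 probes, with a lowest adjusted p of 0.883 and 1814 probes (3.46%) at a non-adjusted p under 0.05. The test of whether the effect of placement differed between the sexes, an interaction term in limma over all 24 arrays, gave 0 probes (lowest adjusted p 0.797), with 2204 (4.2%) at a non-adjusted p under 0.05. With sex as a blocking factor, as in the paper's methods, limma gave 0 probes (lowest adjusted p 1), with 1147 (2.19%) at a non-adjusted p under 0.05. With each chicken left out in turn, the males reached 5 probes without male Control replicate 2 and 1 without male Delayed replicate 2, and stayed at 0 otherwise. Simulated values were drawn for these 52479 probes with 200 of them changed, and tested by limma at an adjusted p under 0.05. Between the male groups, limma found 71.4% of the changes of 1 log2 unit and 98.9% of those of 2 log2 units. Between the female groups it found 85.6% and 99%. The noise was drawn independently for each probe and array, with no slide effect and no correlation between probes. These shares therefore do not give the power on the real arrays.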

No genes were found to be expressed differentially when using an adjusted p-value < 0.05. 

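The paper's second criterion, a difference of at least 20% in mean expression, was applied together with a non-adjusted p from limma under 0.005. In males, 120 probes passed both, 70 higher and 50 lower in Delayed chickens, with a median absolute log2 fold change of 0.64. This balance was not stable, with 64 higher and 87 lower without male Control replicate 1 and 55 higher and 73 lower without male Control replicate 2. In females, 162 probes passed, 69 higher and 93 lower in Delayed chickens, with a median of 0.54, or 83 higher and 82 lower without female Delayed replicate 2. The p criterion alone kept the same numbers, and with no difference between the groups it would be met by 262 of the probes tested on average. With slide as a block, 159 probes passed in males, of which 94 were among the 120, and 179 passed in females, of which 137 were among the 162. A stricter p of 0.001 moved these counts most, to 30 probes in males and 39 in females. The fit with sex as a blocking factor gave 77 probes, or 12 at a p under 0.001.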

A non-adjusted p-value of p < 0.005 was thus used (Fig. 3B Volcano plots). This analysis enabled 68 differentially regulated genes in males (40 up-regulated and 28 down-regulated in Delayed compared to Control group) and 83 differentially regulated genes to be detected in females (33 up-regulated and 50 down-regulated in Delayed compared to Control group). 

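Counting a gene where at least 1 of its named probes passed, 48 genes were called in males, 27 higher and 21 lower in Delayed chickens, and 75 in females, where 31 had a higher and 45 a lower probe, including 1 gene with probes in both directions. With slide as a block, the counts were 72 and 75 genes. In males, TPPP (chromosome 2, 56792451 to 56792510) had a log2 intensity of 12.09 ± 0.22 (SD, n = 5) in Delayed and 10.76 ± 0.40 (SD, n = 6) in Control chickens, a log2 fold change of 1.34 (standard error 0.186, exact permutation p = 0.00433). All 5 Delayed males lay above every Control male. HUS1 (chromosome 2, 56439147 to 56439539) had 8.25 ± 0.41 (SD, n = 5) against 7.29 ± 0.25 (SD, n = 6), a log2 fold change of 0.95 (standard error 0.183, exact permutation p = 0.00216, the smallest that 462 splits of these chickens allow). The amino acid transporter gene SLC16A10 (chromosome 3, 68846345 to 68846404) had 11.01 ± 0.81 (SD, n = 5) against 9.33 ± 0.85 (SD, n = 6), a log2 fold change of 1.68 (standard error 0.431, exact permutation p = 0.0152). Its 5 probes all went the same way, 4 of 5 Delayed males lay above every Control male, and it no longer passed the threshold in 4 of the 11 fits that each leave out 1 male. ANKH rose by 1.14 (standard error 0.328, exact permutation p = 0.0173) and passed by a small margin, since it no longer did with slide as a block. The largest change in males, 3.27 in GLT25D2, came from a probe on chromosome 8 (8048669 to 8048728) with 9.19 ± 2.36 (SD, n = 4, since 1 spot was missing) against 5.92 ± 0.15 (SD, n = 6), while the gene's brightest probe changed by 0.02 (standard error 0.127). Another probe of the gene was also called, with a log2 fold change of 1.27 (standard error 0.369). In females, TMEM215 (chromosome Z, 65651284 to 65651343) had 9.69 ± 1.42 (SD, n = 7) in Delayed and 7.21 ± 0.79 (SD, n = 6) in Control chickens, a log2 fold change of 2.48 (standard error 0.57, exact permutation p = 0.00758) from a single probe. A probe without a gene name that lies near it (chromosome Z, 65651093 to 65651152) rose by 2.63 (standard error 0.55). Whether that probe measures TMEM215 was not tested. The heat shock gene HSP25 (chromosome 27, 4487178 to 4487237) had 12.27 ± 0.45 (SD, n = 7) against 11.29 ± 0.44 (SD, n = 6), a log2 fold change of 0.99 (standard error 0.224, exact permutation p = 0.0035), with 6 of 7 Delayed females above every Control female. HSPH1 (chromosome 1, 179306594 to 179306653) rose by 0.56 (standard error 0.139, exact permutation p = 0.00408). The largest fall, -2.15 in PRIM2 (standard error 0.438), came from a probe that was well above background on 4 of 7 Delayed females, while the gene's brightest probe changed by -0.01. None of these genes passed the adjusted threshold. In the other sex, the log2 fold change was 0.29 for TPPP, 0.02 for HUS1 and 0.13 for SLC16A10 in females, and 0.01 for TMEM215, 0.47 for HSP25 and 0.19 for HSPH1 in males. The difference between the sexes was not established for any of these 6 genes, with an adjusted p of the interaction of 0.99 in limma for each.

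**Figure D2:**
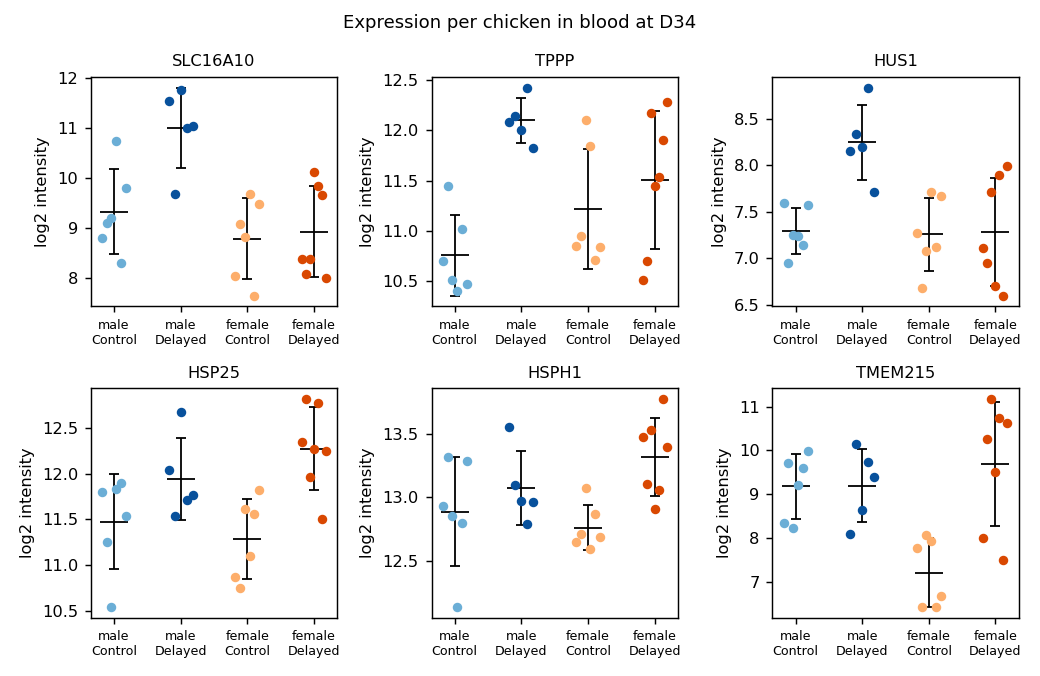
Normalized log2 intensity (y axis) of SLC16A10, TPPP, HUS1, HSP25, HSPH1 and TMEM215 in the 4 groups (x axis). Each point is a chicken and bars give the mean ± SD. The 5 Delayed males lie above every Control male for TPPP and HUS1.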

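The lists of genes called in males and in females were compared. They had 1 gene in common, NSG1 (chromosome 4, 81560566 to 81560625), whereas 0.275 genes would be shared on average if the lists were drawn independently from the 13097 named genes, with a chance of 0.759 of sharing none. NSG1 went in opposite directions. In males it had 6.57 ± 0.29 (SD, n = 5) in Delayed and 6.10 ± 0.16 (SD, n = 6) in Control chickens, a log2 fold change of 0.48 (standard error 0.137, exact permutation p = 0.0108). In females it had 6.30 ± 0.43 (SD, n = 7) against 7.13 ± 0.30 (SD, n = 6), a log2 fold change of -0.83 (standard error 0.192, exact permutation p = 0.00408). Its interaction of sex and placement had an adjusted p of 0.797 in limma. With slide as a block, with one fit of the 4 groups, with a p under 0.001 or with the mean of a gene's probes, 0 genes were shared. With each chicken left out in turn, 0 to 3 genes were shared, and 3, namely NSG1, CTNNBIP1 and ST7, without male Control replicate 1. Across the 52479 probes, which are not independent replicates, the log2 fold changes of males and females had a Pearson r of -0.104. The Spearman rho was -0.144. Of 100 splits of the chickens, the real one included, 34 gave a Pearson r as far from 0. Chance can therefore not be excluded for this correlation.

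**Figure D3:**
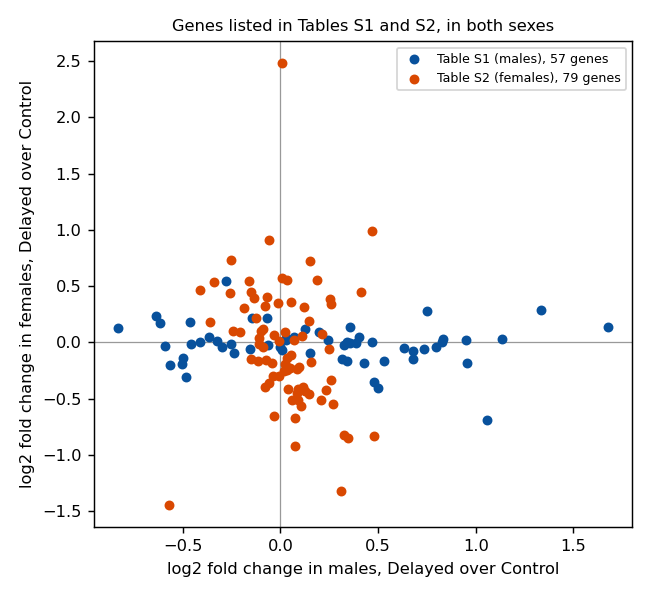
Log2 fold change Delayed against Control in males (x axis) and in females (y axis). Each point is a gene, blue for the 57 genes of Table S1 and orange for the 79 genes of Table S2 that have a value under their printed symbol. Taken in the listed direction, the median is 0.00 for the genes of Table S1 in females and -0.06 for those of Table S2 in males.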

None of the differentially expressed genes were shared by males and females (Fig. 3C Venn diagram). The lists of differentially expressed genes are provided in Tables S1 (males) and S2 (females) in the supplementary files.

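Of the 68 genes of Table S1, 57 had a named probe that passed the filter. The brightest probe of 52 of these (91.2%) moved in the listed direction in males, with a median log2 fold change in that direction of 0.43, and 27 were called. Of the 83 genes of Table S2, 79 had a value under the symbol printed there. Of these, 69 (87.3%) moved in the listed direction in females, with a median of 0.35, and 42 were called. Listed genes that the arrays hold under another symbol are not counted. C3orf58 is such a gene, since a probe named C9H3ORF58 rose by 0.69 in Delayed females and was called. The 79 and the 42 are therefore lower bounds. One fit of the 4 groups, sharing 1 estimate of the spread, called 44 of the 57 and 58 of the 79. In limma, adjusted over the list alone, 35 of the 57 genes in males and 42 of the 79 in females had an adjusted p under 0.05, against 0 and 0 adjusted over all probes and 38 and 49 at a non-adjusted p under 0.05. The shares in the listed direction and the counts adjusted over the list alone are not independent evidence here, since the paper chose the lists on these chickens. In the other sex, 0 of the 57 and 0 of the 79 passed adjusted over the list alone, with 2 and 5 at a non-adjusted p under 0.05. There, 30 of 57 genes (52.6%) of Table S1 moved in the listed direction in females (exact permutation p = 0.866, adjusted over both lists 0.866), and 28 of 79 (35.4%) of Table S2 in males (exact permutation p = 0.0411, adjusted over both lists 0.0823). Having found no gene past the adjusted threshold, the paper reasons that the non-adjusted threshold was needed, and it carried the listed genes of each sex into the ontology and binding site analyses.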

**Figure 3:**
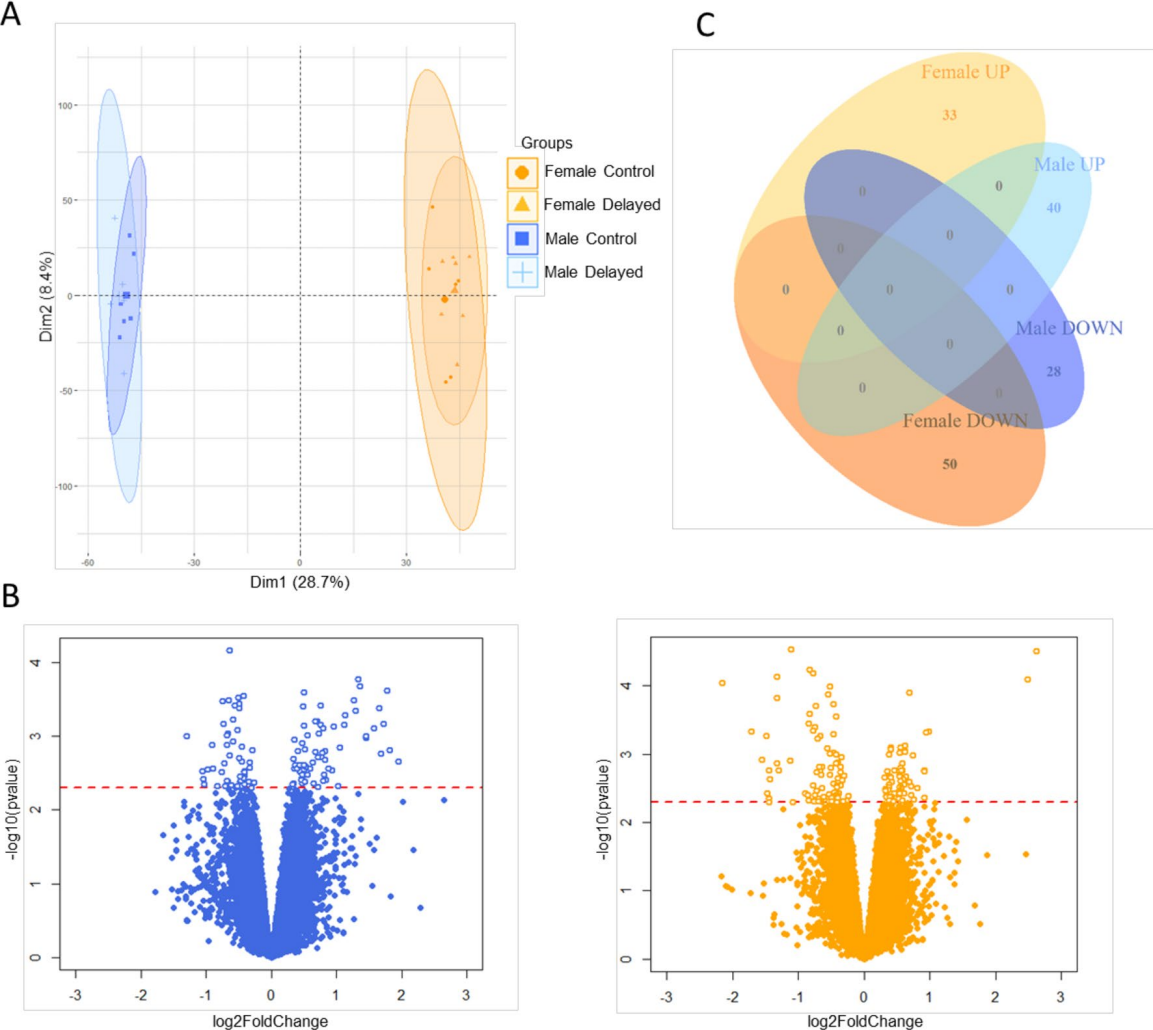
Microarray analysis of blood cells from 34-day-old chickens after delayed placement. Principal Components Analysis (PCA) conducted on microarray gene expression (normalized data), projection of individuals from each group and sex on the first two dimensions of the PCA (**A**). Volcano plots in male (blue) and female (orange) using –log10(non-adjusted p-value) on y-axis and log2(Delayed vs. Control chickens Fold Change) on x-axis. The red dotted line corresponds to a non-adjusted p-value = 0.005. Genes selected for further analyses are above this line (**B**). Venn diagram showing the number of differentially expressed genes between Delayed and Control groups for each sex and the lack of overlap between sexes (zero genes in common). UP = genes upregulated for Delayed chickens, DOWN = genes downregulated for Delayed chickens (**C**).

The Gene Ontology (GO) analysis of the differentially expressed genes for each sex indicated modification of broad biological processes (Fig. 4). 

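The ontology terms were not recomputed here, and the array values of the genes that Fig. 4 prints beside the terms were examined instead. The paper took these genes from its calls on these chickens, so agreement in direction is not independent evidence. For males, Fig. 4 gives 8 up-regulated genes. All 8 were higher in Delayed males, with log2 fold changes of 0.15 to 0.83, and 4 were called. Of its 4 down-regulated genes in males, 3 had a named probe, with log2 fold changes of -0.48 to -0.41, and 1 was called. For females, all 8 up-regulated genes had a probe and were higher in Delayed females, by 0.22 to 0.91, and 5 were called.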

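Among the genes given in Fig. 4 for males, WFS1, which encodes an endoplasmic reticulum protein, rose by 0.63 in Delayed chickens (log2, standard error 0.177, exact permutation p = 0.00433), and 3 of its 4 probes were called. The nuclear receptor gene NR1D2 rose by 0.20 on its brightest probe (standard error 0.0877, exact permutation p = 0.00866) and by 0.35 on the probe that was called. STK24 rose by 0.32 (standard error 0.16, exact permutation p = 0.0801), with 1 of its 2 probes called. LCAT rose by 0.83, NDFIP1 by 0.39, RAB12 by 0.34 and PIK3AP1 by 0.15, and none of these 4 genes had a called probe. The exact permutation p was 0.0303 for LCAT, 0.0108 for NDFIP1, 0.0762 for RAB12 and 0.327 for PIK3AP1. Of the metabolic genes, ACOT11 fell by 0.46 (standard error 0.114, exact permutation p = 0.00649) and was called, and ASPG fell by 0.48 (standard error 0.167, exact permutation p = 0.0325) and was not. MCUR1, which the arrays and Table S1 name CCDC90A, rose by 0.53 (standard error 0.126, exact permutation p = 0.00649) and was called. NAPRT, named NAPRT1 there, fell by 0.41 (standard error 0.15, exact permutation p = 0.026) and was not called. No probe carried the name GNMT.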

Interestingly, in Delayed males the GO terms are related to an increase in response to stress and to external stimuli and in defense response and down-regulation of metabolic processes. In Delayed females, the GO terms suggest microtubule-based processes were modified, which would impact cell communication and signaling and decrease in mitochondrial gene expression.

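Among the genes given in Fig. 4 for females, HSPB11 rose by 0.91 in Delayed chickens (log2, standard error 0.2, exact permutation p = 0.0035), CHORDC1 by 0.56 (standard error 0.131, exact permutation p = 0.00117), SIK1 by 0.72 (standard error 0.203, exact permutation p = 0.00758) and HSPA8 by 0.45 (standard error 0.153, exact permutation p = 0.0175). These 4 genes and CTNNBIP1, which rose by 0.22, each had at least 1 called probe. CEP70 rose by 0.34 (exact permutation p = 0.0536), WWC1 by 0.57 (exact permutation p = 0.0734) and APCDD1 by 0.55 (exact permutation p = 0.141), with no called probe. MRPS27, a gene of the mitochondrial ribosome, fell by 0.30 (standard error 0.146, exact permutation p = 0.081) and was not called. MRPL18 and MRPL32, of the same ribosome and listed as higher in Table S2, had folds of 1.28 and 1.07. As a class, 63 genes of the mitochondrial ribosome, 3 of them in Tables S1 or S2, had a median log2 fold change of -0.03 in Delayed females, 23 higher and 40 lower (camera p = 0.209, fry p = 0.189, exact permutation p of the median = 0.282). For 74 tubulin, kinesin and dynein genes, 2 of them in Tables S1 or S2, the median was -0.02, 28 higher and 46 lower (camera p = 0.433, fry p = 0.1, exact permutation p of the median = 0.289). Adjusted over the list alone, 0 genes of either class passed in limma, and 0 did over all probes, with 4 and 2 genes at a non-adjusted p under 0.05. From the ontology terms of the called genes, the paper proposes that microtubule-based processes were modified and that mitochondrial gene expression decreased in Delayed females.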

**Figure 4:**
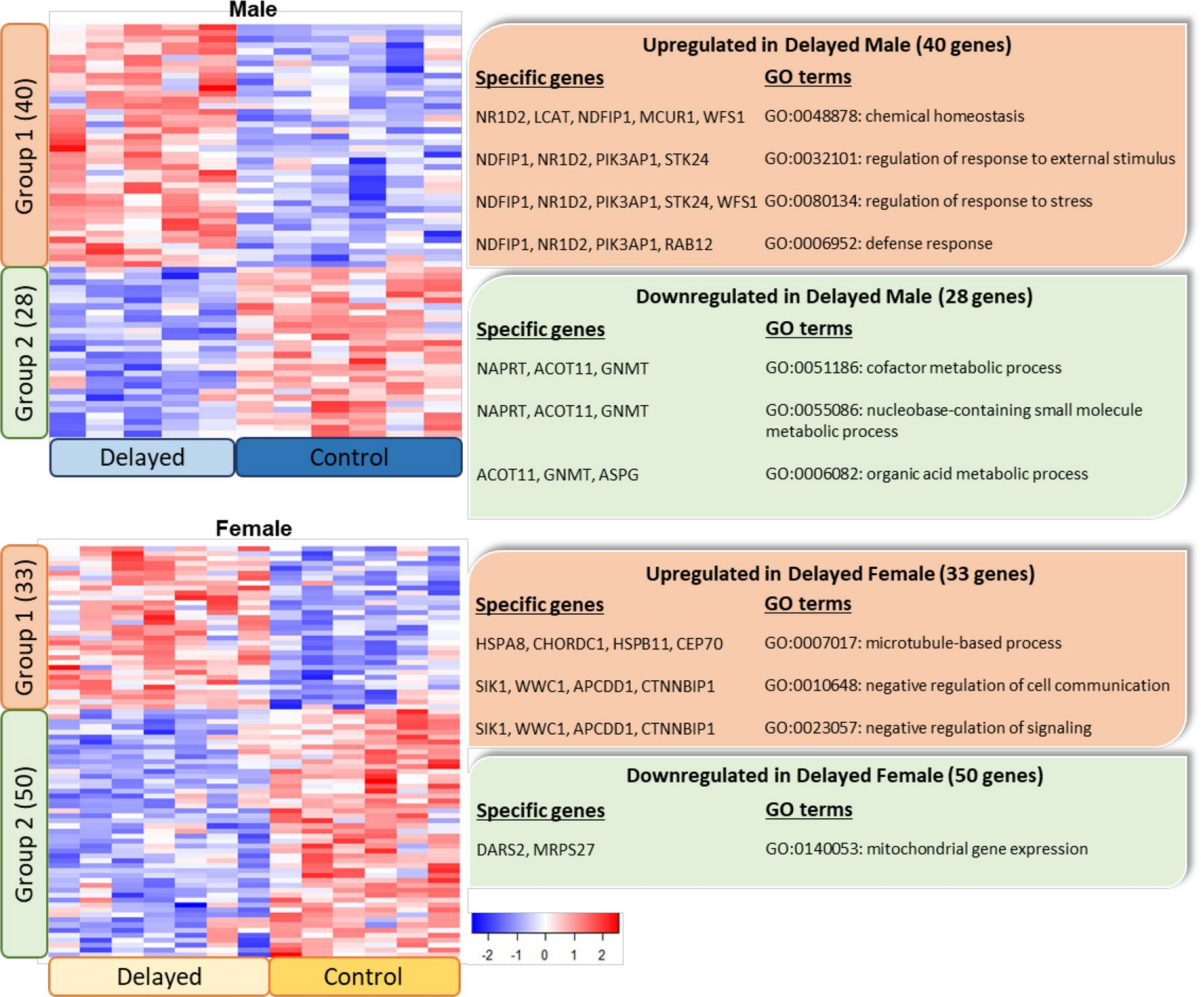
Heatmaps displaying 68 and 83 differentially expressed genes among Delayed and Control groups in males and females respectively. Enriched GO terms (non-adjusted p-value < 0.05) and genes are shown on the right for each group. The p-values of GO terms were determined on the WebGestalt website.

To investigate the regulatory pathways that drive the expression of the differentially expressed genes we used the “single site” analysis of oPOSSUM software to detect over-represented conserved transcription factor binding sites in the set of differentially expressed genes for each sex. The transcription factors significantly over-represented in the Delayed compared to Control groups for each sex together with the corresponding target genes are shown in Fig. 5. In males, in the Delayed group no transcription factors were found significantly under-represented, but six transcription factors were over-represented, Foxd3, FOXI1, MEF2A, NFE2L2, Sox2 and TEAD1. In females, PLAG1 was the only transcription factor over-represented in the Delayed group. The other transcription factors NFIL3, ESR2, TAL1::TCF3 and Foxd3 were under-represented in the Delayed group. It should be noted that Foxd3 was over-represented in Delayed males, but under-represented in Delayed females.

**Figure 5:**
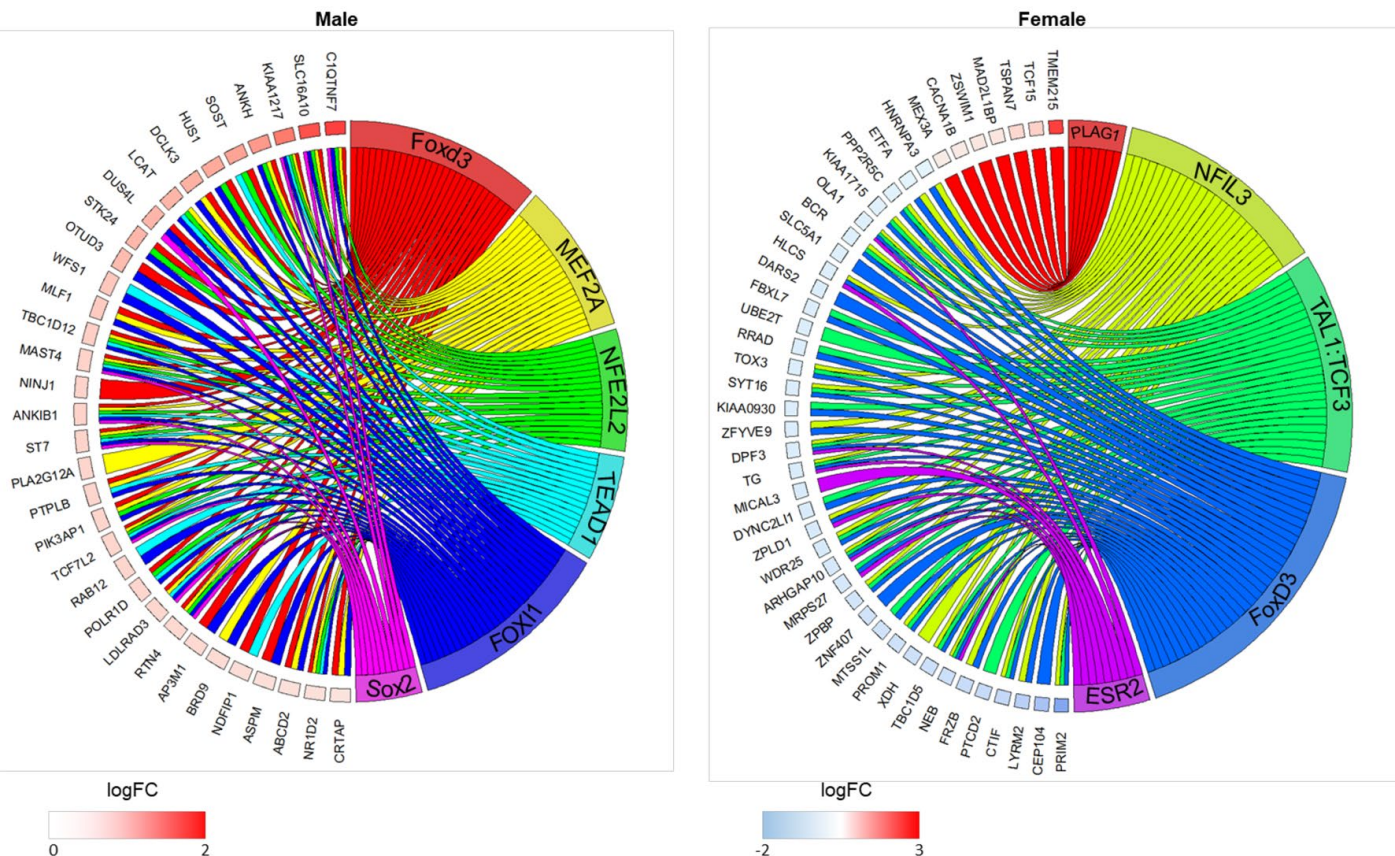
Circos plots (GOPlot R package) of over-represented conserved transcription factors (on the right side) and corresponding target genes (left side) enriched in Delayed compared to Control chickens for each sex. Up-regulated and down-regulated genes are indicated by a red and blue square, respectively. LogFC = log2 Fold Change. Significant over- or under-represented transcription factors were detected using oPOSSUM software.

### Long-lasting effects of EO intake on blood gene expression in broiler chickens after the delayed placement

To evaluate the effect of chick’s EO intake on the blood transcriptome according to their postnatal experience, we performed quantitative PCR (qPCR) on a selection of genes based on the microarray results. 

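The binding site analysis was not repeated here. Table S3 lists 18 genes as targets of NFE2L2 or MEF2A in males, and 16 had a value on the arrays. Of these, 14 (87.5%) moved in the listed direction, with a median log2 fold change of 0.41 in that direction, and 7 were called. The listed directions come from the paper's calls on these chickens, here and for PLAG1 below, so agreement with them is not independent evidence. Table S3 lists 5 genes as targets of PLAG1 in females, of which 4 had both a listed direction and a value. All 4 moved in the listed direction, with a median of 0.20, and 1 of them, TMEM215, was called. Among the others, ZSWIM1 rose by 0.30 (standard error 0.12, exact permutation p = 0.0286) and MEX3A by 0.01. The other probe of MEX3A went the other way, with a fold of 0.976. In Delayed males, C1QTNF7 rose by 1.06 (standard error 0.379, exact permutation p = 0.0498) and SOST by 0.12 (standard error 0.307, exact permutation p = 0.749), neither past the threshold, and the value of SOST changed sign in some of the fits that each leave out 1 chicken.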

We focused on the oxidative stress pathway identified in males (represented by NFE2L2 and MEF2A transcription factors) and on the PLAG1 pathway identified in females by selecting gene targets of either NFE2L2 or MEF2A (n = 18) and targets of PLAG1 (n = 5) according to oPOSSUM. To complete the gene selection, eleven genes involved in oxidative stress or inflammation not tested on the microarray were also analyzed and called “oxidative stress” or “inflammation” genes respectively. Additionally, other genes which were significantly differentially expressed between Control and Delayed groups in males (n = 10) and females (n = 4) were selected and called “other responsive genes”. 

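These 11 entries of Table S3, counted by sex, name 6 different genes. On the arrays, 4 of them had probes under a current name, namely NOS2 (listed as INOS), PIT54, CRP and SOST (listed in this way for females only), with 9 probes in all. No probe carried the name SOD3, and COX2 was not looked up because the symbol stands for more than one gene. Between Delayed and Control chickens, 0 of the 9 probes passed the threshold in limma in either sex, and 0 had a non-adjusted p under 0.05. Their log2 fold changes were -0.11 to 0.28 in males (lowest p from limma 0.524) and -0.23 to 0.12 in females (lowest p from limma 0.213).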

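Of the 10 genes of this kind in males, 9 had a value on the arrays, all 9 moved in the direction of Table S1 on their brightest probe, and 6 were called. The 4 genes in females all had a value, moved in the direction of Table S2 and included 3 called genes. These directions come from the paper's calls on these chickens, so the agreement is not independent evidence. In males the folds of Delayed over Control were 1.35 for AP3M1, 0.563 for BTBD1 and 1.68 for OTUD3, all called, whereas ASPM, with 1.02 on its brightest probe and 1.29 on the probe with the smallest p, was not.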

The list of these 48 selected genes, their primer sequences used for quantitative real time PCR and their associated signaling pathways are presented in Table S3.

Quantitative PCR were conducted on blood cell cDNA from D34 chickens tested on the microarray analysis (Control and Delayed groups) and also those tested for EO or water intake (EO and W groups).

Significant interactions of gene expression were found between the delayed placement and the chickens’ intake of EO. Among all the genes tested, a significant interaction or tendency was found in 19 out of 33 genes in males and in three out of 15 genes in females. In males provided with water only, a significant effect of the delayed placement on gene expression was confirmed in five genes involved in oxidative stress (C1QTNF7, SLC16A10, ANKH, HUS1 and SOST), but in only one gene (XDH) in water-only females (Fig. 6A,B). A significant effect (or tendency) of the delayed placement was also confirmed for the expression of four other genes in males and five genes in females, independently of the EO intake (Table 2). These genes were significantly differentially regulated on the microarray as “other responsive genes” (ASPM, BRD9 and PTPLB) in males, or involved in oxidative stress (SOD3) or inflammation (COX2 and PIT54) and in the PLAG1 pathway (MEX3A, TMEM125 and ZSWIM1) in females.

**Figure 6:**
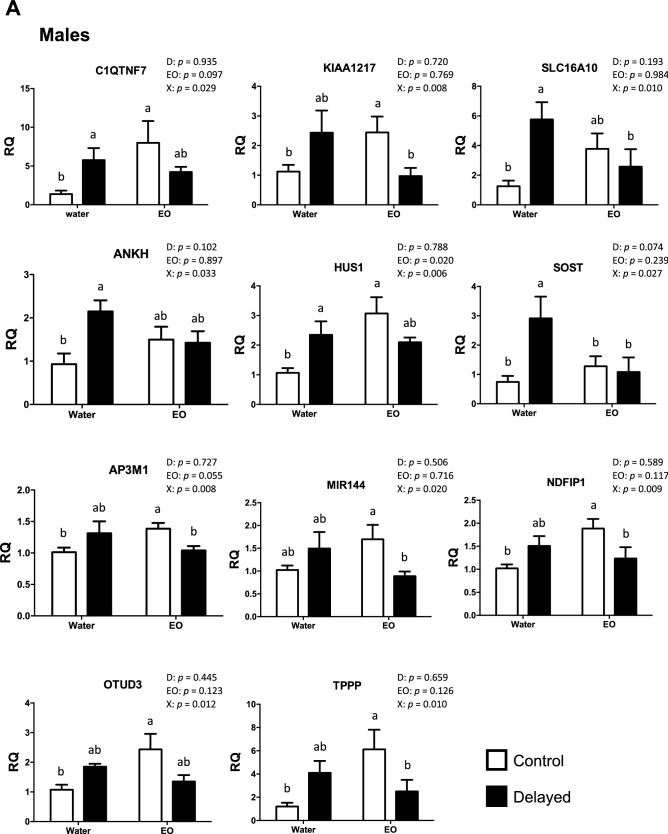

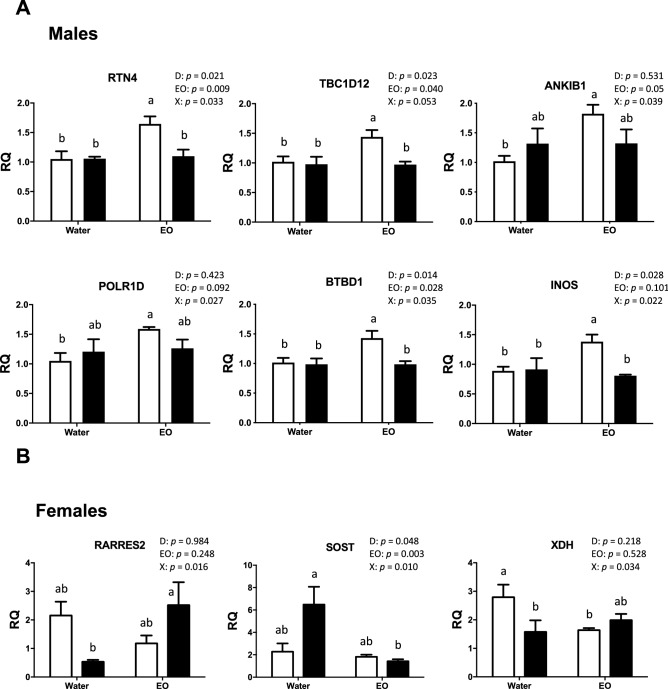
Effects of EO intake on blood-cell gene expression in 34-day-old male (**A**) and female (**B**) chickens after the delayed placement (qPCR analyses). Bars represent the mean ± SEM of values measured in different groups. Different letters between bar-plots indicate significant or tendency differences (p < 0.05 or p < 0.10) between groups detected by post-hoc analyses following two-way ANOVA.

**Table 2:** Placement and EO effects on blood RNA expression in 34-day-old chickens after a negative postnatal experience.

Gene	Placement		Placement p-value	Treatment		Treatment p-value	Placement x Treatment interaction p-value
	Control	Delayed		Water	EO		
**Males**							
BRD9	1.26 ± 0.14	0.89 ± 0.11	0.050^†^	0.96 ± 0.12	1.19 ± 0.14	0.195	0.388
PTPLB	1.13 ± 0.18	0.64 ± 0.13	0.055^†^	1.02 ± 0.13	0.81 ± 0.19	0.493	0.364
ASPM	1.50 ± 0.19	1.00 ± 0.11	0.023*	1.05 ± 0.14	1.50 ± 0.18	0.038*	0.174
COX2	0.82 ± 0.12	0.52 ± 0.11	0.052^†^	0.97 ± 0.08	0.44 ± 0.10	0.001*	0.580
PIK3AP1	1.34 ± 0.15	1.11 ± 0.09	0.135	1.01 ± 0.08	1.44 ± 0.14	0.011*	0.255
DUS4L	1.46 ± 0.18	1.34 ± 0.16	0.633	1.18 ± 0.19	1.63 ± 0.13	0.086^†^	0.615
**Females**							
MEX3A	3.10 ± 0.86	12.30 ± 3.95	0.038*	7.74 ± 2.23	7.65 ± 4.01	0.673	0.336
TMEM125	1.05 ± 0.31	3.63 ± 0.92	0.010*	2.05 ± 0.57	2.81 ± 1.06	0.225	0.073
ZSWIM1	1.51 ± 0.16	2.34 ± 0.35	0.035*	1.67 ± 0.19	2.19 ± 0.37	0.127	0.668
PIT54	1.18 ± 0.63	4.58 ± 1.11	0.052^†^	4.23 ± 1.19	1.91 ± 0.91	0.268	0.911
SOD3	2.70 ± 1.25	10.29 ± 3.01	0.080^†^	8.61 ± 2.87	5.10 ± 1.57	0.417	0.764

q PCR data (mean ± SEM) were only shown for significant gene expression without significant interaction between the two factors (ANOVA).

* p < 0.05 considered significant and ^†^ 0.05 < *p* < 0.1 considered to be a tendency.

Interestingly, the Delayed group showed a clear favorable effect of EO intake for the SOST gene in males and females, for the SLC16A10 gene in males, and for the RARRES2 gene in females (Fig. 6A,B). Indeed, for these genes, EO intake in the Delayed group significantly restored the gene expression level observed in the Control group supplied with water only. Unexpectedly, the intake of EO significantly modified the gene expression in the Control group for 13 genes in males and for one gene (XDH) in females. These genes were involved in oxidative stress (C1QTNF7, KIAA1217, HUS1, RTN4, TBC1D12, ANKIB1, POLR1D and INOS) or qualified as “other responsive genes” in the microarray analysis (AP3M1, NDFIP1, OTUD3, TPPP, BTBD1 and XDH) (Table S3, Fig. 6A,B). A significant effect of EO intake was also observed in males on the expression of ASPM, COX2 and PIK3AP1 genes, whatever the postnatal experience (Table 2).

## Discussion

This study presents immediate and long-lasting effects of a delayed placement of chickens considered as a negative postnatal experience, mimicking early-life stresses encountered in poultry production, and the potential beneficial effects of EO intake on blood physiological parameters and gene expression profiling of chicken blood cells. In a previous study, we showed that chicks spontaneously chose to consume EO or not, according to their postnatal experience when different EO were presented individually^10^.

In this study, we detected significant differences between sexes for several blood parameters. Triglyceride concentrations were higher in females than in males after hatching, but this was reversed at D34 indicating lower lipid metabolism in females at that age. At D34, higher anti-oxidative activity (uric acid, TAS and FRAP) and higher haptoglobin-like activity were observed in females than in males.

In both sexes, the negative postnatal experience resulted in an immediate decrease in blood glucose (typically around 2 g/L in control broiler chickens as commonly observed in this species^21^) and triglycerides associated with an increase in blood and liver lipid peroxidation (TBARS). This indicates that chicks exposed to these postnatal conditions adapted metabolically and suggests that they used the nutrients present in the internalized yolk sac^22^. Such a decrease in glycaemia was not observed in a previous study where chicks were subjected to early post-hatch delayed feeding^23^ suggesting that in our study, this decrease could be the result of the combined effects of delayed feeding, variations in ambient temperatures and transport box shaking that may increase chick activity within the box. It could also be linked to a decrease in insulinemia as reported by Bigot et al.^23^, not measured in the present experiment. This adaptive metabolic profile was present in fecal metabolome of chicks for at least for 13 days after the delayed placement, suggesting that the adaptive changes in metabolism due to the postnatal experience persisted^12^, but no such effect was observed on blood physiological parameters at D34 in the present study.

An in-depth view of the long-lasting effects of the negative postnatal experience on the physiology of the chickens was investigated by analyzing gene expression profiles of whole blood at D34 using microarray and qPCR. Very strong sex differences in the response to early external stimuli were observed at D34 in the blood gene expression profiles for which overall sex differences explain 28.7% of the variability in gene expression and from the microarray analysis none of the differentially expressed genes were shared between males and females.

Other studies have reported sex differences in chickens regarding stress response, including early stress, on behaviour, sex hormones and hypothalamic gene expression^15,24,25^. The results of the GO analysis were limited by the low number of genes differentially expressed between groups. Nevertheless, it is remarkable that the terms ‘response to external stimuli’, ‘response to stress’ and ‘defense response’ were enriched in Delayed males. The oPOSSUM analysis provided more precise data on the pathway involved. In particular, the negative postnatal experience of chicks induced changes in the expression of genes belonging to the oxidative stress pathway (as represented by the transcription factors NFE2L2 and MEF2A) in males and to a much lower extent in females. Using qPCR, seven gene targets of these two transcription factors were confirmed to be differentially regulated (BRD9, PTPLB, C1QTNF7, SLC16A10, ANKH, HUS1 and SOST) in Delayed males and three genes involved in oxidative stress response (XDH, SOD3 and PIT54) were also differentially regulated in the Delayed group in females. MEF2A is also known to influence muscle development and has been described in chicken^26^. Thus the MEF2A pathway may be activated to counter the observed decrease in *P. major* muscle yield observed in the Delayed chick group^10^.

Besides oxidative stress, a number of the differentially regulated genes in males have interesting properties, such as the up-regulated genes related to bone metabolism: ANKH has a role in osteogenic differentiation of bone marrow stromal cells and is a vascular calcification inhibitor^27,28^ and SOST is a negative regulator of bone growth^29,30^. Moreover, the transcription factor TEAD1 over-represented in the Delayed males supports an effect of delayed placement on bone metabolism by regulating organ size and skeletal muscle mass^31^. In line with this, SLC16A10 gene over-represented in the Delayed males is a transporter gene belonging to a family of transporters involved in energy metabolism, including thyroid hormone metabolism and possibly skeletal development^32^.

In females, the PLAG1 pathway was the only pathway over-represented following the negative postnatal experience. PLAG1 is a regulator of growth and reproduction^33^ and associated with variability in egg production in laying hens^34^. Through qPCR, three genes targets of PLAG1 (MEX3A, TMEM215, ZSWIM1) were shown to be up-regulated in the female Delayed group. This is interesting in view of the reduced growth observed in the chicks of the Delayed group. Some other significant pathways were under-represented following the negative postnatal experience and involved gene targets of NFIL3, Foxd3 and ESR2. NFIL3 is involved in the circadian rhythm in the chick’s pineal gland and is essential as a regulator of the immune response^35^. ESR2 plays a central role in folliculogenesis and therefore in reproduction^36^. Foxd3 is important in embryogenesis being involved in regulating the lineage choice between neural crest-derived glial cells^37^ and in immunity by regulating IL-10-positive B cells^38^. Foxd3 under-represented in Delayed females was in contrast over-represented in Delayed males. This may be related to the higher immune resistance of female compared to male chicken as reported in a large study on mortality following infectious ^39^.

Remarkably, the spontaneous intake of these EO by chicks for 12 days after hatching had long-lasting beneficial effects on the expression of several of these genes modified by the negative postnatal experience. The expression of SOST (both in males and females), SLC16A10 (only in males) and RARRES2 (only in females) genes was restored to the expression observed in the Control group when chickens had access to EO. Interestingly, RARRES2 is an adipokine that plays a major role in the regulation of metabolic and reproductive processes recently studied in the chicken^40^, in line with the list of PLAG1 gene targets, and is also a chemokine for leucocyte populations and participates in antimicrobial activity.

In our study, the beneficial role of EO intake after the negative postnatal experience could be to regulate the growth and bone metabolism in male and female chicken, and also the energy metabolism and reproduction in females.

Surprisingly, EO intake by control chickens modified the expression of 17 genes, 16 in males and one in females. Most of them are involved in oxidative stress, immune regulation and microtubule network integrity. The majority of the genes studied and up-regulated in the Control group were different to those up-regulated in the Delayed group suggesting that the reasons why chicks ingested EO differed between these two placement conditions.

To our knowledge, this is the first study in chickens to show long-lasting effects of spontaneous intake of EO on gene expression, especially changing some blood expression patterns affected by the chick’s post-hatch experience. Further studies are needed to improve the understanding of these effects on blood transcriptome, in tissues of the liver and gut for example and on gut microbiota which could be considerably modified by the antimicrobial properties of EO. The self-medication behaviour in domestic animals warrants further investigation, especially regarding infectious challenges. It could be greatly beneficial for animals like chickens raised in large groups to be allowed to manage their health and welfare individually through free access to EO, hence limiting the use of antibiotics in the context of the One Health concept.

## Methods

### Essential oils (EO)

Cardamom (*Elettaria cardamomum*) (1480CQ, batch S12A, Herbes et Traditions, Comines, France), marjoram (*Origanum majorana*) CT thujanol (2507CQ, batch S12D, Herbes et Traditions), and lemon verbena (*Lippia citriodora*) (FLE094, batch H181013MA, Florihana, Caussols, France) were chosen based on the properties of their major components and on our previous study which showed spontaneous intake and long-term effects after a negative postnatal experience in chicks^10^. Each EO was diluted in water (0.001%), mixed and shaken vigorously before being made available in a drinking bottle. The main components obtained by gas chromatography coupled to mass spectrometry for each EO are listed in Table 3.

**Table 3:** Essential oils composition (from [10]).

Compound	Cardamom ***Elettaria cardamomum***		Marjoram ***Origanum majorana*** CT thujanol		Verbena ***Lippia citriodora***	
	Specification (%)	Relative content (%)^a^	Specification (%)	Relative content (%)^b^	Specification (%)	Relative content (%)^c^
Monoterpenes	6—12	13	30	40	5—15	29
Sesquiterpenes				3	18—26	24.5
Monoterpenols	3—6	5	40 – 50 (20 thujanol)	50 (25 thujanol)	3—15	2
Esters	39—51	36		2		
Oxides	27—35	34			< 7	5
Aldehydes					20—40	24

^a^1480CQ, batch S12A, Herbes et Traditions, Comines, France.

^b^2507CQ, batch S12D, Herbes et Traditions.

^c^FLE094, batch H181013MA, Florihana, Caussols, France.

### Experimental design

A model of postnatal negative experience was previously developed to analyze the consequences of this experience over the whole growing period of broiler chickens^10^. This model involved reproducing suboptimal transportation conditions for chicks after hatching. The chicks (Hubbard Classic, Quintin, France) were either placed immediately in pens in the rearing facility after their removal from the incubator (Control group, C, n = 192) or they were removed and subjected to 24 h of negative experience before being placed in pens (Delayed group, D, n = 192). This delayed group was deprived of both food and water and subjected to irregular movement and various room temperatures^10^. Half of the chicks (six pens each for C and D groups) had access to water only in four bottles (W–C and W-D groups). Besides feed and water supplies, the other half of the chicks had ad libitum access to the three EO (EO-C or EO-D) from D1 until D12 post-hatching. One bottle containing water, and the three others each containing one of the EO, were placed in each pen. Chicks were reared at the Experimental Poultry Facility (PEAT, INRAE, 2018, 37,380 Nouzilly, France, 10.15454/1.5572326250887292E12) under standard temperature and light conditions with ad libitum access to water and with a wire mesh platform and a perch for environmental enrichment. At D13, the chickens were transferred to another poultry building for the growth phase until D34. They had ad libitum access to feed without anticoccidial drugs. They were fed with a standard starting diet (metabolizable energy = 12.8 MJ/kg, crude protein = 22%) until D19 and then a rearing diet from D19 to D34.

Physiological analyses were performed at D1 (first experiment), and D34 post hatching (second experiment) on plasma and liver samples from 12 chickens (6 males and 6 females) per condition (2 conditions × 2 experiments × 12 chickens = 48 chickens). Transcriptomic analysis was performed at D34 on blood samples from the same chickens as those sampled for physiological parameters. All procedures used in these experiments were approved by the local ethics committee (Comité d’Ethique en Expérimentation Animale Val de Loire, Tours, France; permission no 01730.02 and 2015070815347034v2 (APAFIS#1082) and carried out in accordance with current European legislation (EU Directive 2010/63/EU).

### Physiological parameters

Different metabolic, antioxidant and oxidative statuses and inflammation parameters were measured at D1 and D34 after hatching. Commercial kits (THERMO FISHER DIAGNOSTICS SAS, Courtaboeuf, France) were used to determine plasma glucose (g/L) (MG981780), uric acid (mg/L) (MG981788) and triglycerides (mg/L) (MG981786). Total plasma antioxidant activity was determined through Total antioxidant status (TAS) (mmol/L) (NX 2332, RANDOX LABORATOIRES, Roissy, France). Protocols were used in accordance with supplier instructions and adapted to the automated Thermo Scientific Arena 20XT photometric analyzer (THERMO FISHER DIAGNOSTICS). The Ferric reducing/antioxidant power (FRAP) was determined as described by Benzie and Strain^41^ and results expressed as µmol Trolox/L. Plasma superoxide dismutase (SOD) activity was measured with a commercial kit (19,160, Sigma-Aldrich Chemie GmbH, Buchs, Switzerland), using a microplate reader (TECAN infinite 200, Tecan Group Ltd, Männedorf, Switzerland) and expressed as an inhibition activity (%). Haptoglobin-like activity described as PIT54 in chicken^42^ was evaluated in plasma using a colorimetric assay (TP-801, Tridelta Development Ltd, Maynooth, Ireland) measuring inhibition of hemoglobin peroxidase activity and expressed as mg/mL. Lipid peroxidation was determined using spectrophotometry of thiobarbituric acid reacting substances (TBARS) as previously described by Lynch and Frei for the liver^43^, and adapted from Lin et al.^44^ for plasma TBARS.

### RNA extraction and gene expression analyses

#### RNA extraction

Blood was collected from chickens at D34 using 5 ml EDTA vacutainer tubes. Blood (v = 100 µL) was immediately suspended in 1 mL of Invitrogen TRIzol reagent (FISHER SCIENTIFIC, Illkirch-Graffenstaden, France) and vigorously shaken for 5 min on ice. The samples were kept at -80 °C until RNA extraction. Total RNA was extracted using TRIzol (FISHER SCIENTIFIC) following the manufacturer’s protocol modified in accordance with Desert et al.^45^. Ten µl of acetic acid 5 N were added with chloroform to reduce DNA contamination. The quality of total RNA was assessed using RNA Nano chips on a 2100 Bioanalyzer Instrument (Agilent, Waldbronn, Germany). All the samples had an RNA Integrity Number (RIN) score of > 8.0.

### Microarrays

Gene expression profiles were performed at the GeT‐TRiX facility (GenoToul, Génopole Toulouse, Toulouse, Midi-Pyrénées) using Agilent SurePrint G3 gallus_exp_microarray_SLagarrigue_8 × 60k_V2_july2012 microarrays (8 × 60 K, design 042,004) following the manufacturer's instructions. For each sample, Cyanine-3 (Cy3) labeled cRNA was prepared from 200 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent) in line with the manufacturer's instructions, followed by RNA clean-up using Agencourt RNAClean XP (Agencourt Bioscience Corporation, Beverly, Massachusetts). Dye incorporation and cRNA yield were checked using Dropsense 96 UV/VIS droplet reader (Trinean, Ghent, Belgium). Aliquots of 600 ng of Cy3-labelled cRNA were hybridized on the microarray slides following the manufacturer’s instructions. Immediately after washing, the slides were scanned on an Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software and the fluorescence signal was extracted using Agilent Feature Extraction software v10.10.1.1 with default parameters. Microarray data and the experimental details are available in the NCBI’s Gene Expression Omnibus^46^ and are accessible through GEO Series accession number GSE102358 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102358).

### Real-time quantitative PCR (qPCR)

To avoid genomic DNA amplification, primer pairs were designed in two different exons (thus spanning an intron) using the Primer Express software (Applied Biosystems, THERMO FISHER DIAGNOSTICS). The sequences of primers used are provided in Table S3. The specificity of the PCR reaction was validated according to MIQE (Minimum Information for publication of Quantitative real time PCR Experiments) guidelines^47^. An aliquot of 2,000 ng of total RNA was reverse-transcribed in cDNA with Superscript III (Invitrogen, THERMO FISHER DIAGNOSTICS) and random hexamers in accordance with the manufacturer’s protocol. High throughput real time quantitative PCR was performed on the Biomark HD System (Fluidigm, Les Ullis, France) following the manufacturer’s protocol. The chip was placed into the IFC Controller, where 6.3 nl of Sample Mix and 0.7 nl of Assay Mix were mixed. Real-time PCR was performed on the Biomark System as follows: Thermal Mix at 50 °C, 2 min; 70 °C, 30 min; 25 °C, 10 min, UNG at 50 °C, 2 min, Hot Start at 95 °C, 10 min, PCR Cycle of 35 cycles at 95 °C, 15 s; 60 °C, 60 s and Melting curves (from 60 °C to 95 °C). Results were analyzed using Fluidigm Real-Time PCR Analysis software v.4.1.3. (Fluidigm) to control specific amplification for each primer, then the raw results of the qPCR were analyzed using GenEx software (MultiD analyses AB, Götegorg, Sweden) in order to choose the best reference gene to normalize mRNA expression and measure the relative expression of each gene between groups. HPRT was found to be the best reference gene in this experiment and was thus used for the normalization of gene expression.

### Statistical analyses

The effects of a negative postnatal experience and EO intake and their interaction on physiological responses and qPCR analyses were determined using 2-way analysis of variance (ANOVA) after having checked the normality of data distribution. When there was an interaction between variables, a Fisher (LSD) test was used to determine the statistical significance of the difference. Differences were considered significant when p-values < 0.05 and a tendency for p < 0.10. Analyses were performed using XLSTAT software (version 2015, Addinsoft, Paris, France).

Microarray data were analyzed using R^48^ and Bioconductor packages (www.bioconductor.org, v 3.0)^49^ as described in GEO accession GSE102358. Briefly, raw data (median of pixel intensity) were filtered, log2 transformed, corrected for bath effects (washing and labeling serials) and normalized using the quantile method^50^. Principal Component Analysis (PCA) of the normalized microarray data was used to create a factor map of individual global expression using R package FactoMineR^51^.

A model was fitted using the limma lmFit function^52^ considering sex as a blocking factor. A correction for multiple testing was then applied using the Benjamini–Hochberg procedure (BH)^53^ for the false discovery rate (FDR). Probes with FDR ≤ 0.05 were considered to be differentially expressed between conditions. For bioinformatic analyses we selected probes that displayed a non-adjusted p value of p < 0.005 as too few probes were found with a FDR ≤ 0.05. All differentially expressed genes, screened on conditions of showing a ≥ 20% difference in mean expression levels between samples from delayed and control conditions, and a non-adjusted p-value < 0.005, were subjected to GO classification [GO-BP (biological process)] to assign these genes to relevant GO Terms using WebGestalt website^54^. oPOSSUM website was used to determine the over-representation of transcription factor binding sites within the differentially expressed genes^55^.

## Supplementary information

Supplementary Information.

# Supplementary material for: Spontaneous intake of essential oils after a negative postnatal experience has long-term effects on blood transcriptome in chickens
**Source:** Sci Rep. 2020 Nov 26;10:20702. doi: 10.1038/s41598-020-77732-5
**Supplement:** Supplementary file 1 — Supplementary Information.

# Spontaneous intake of essential oils after a negative postnatal experience has long-term effects on blood transcriptome in chickens

Aline Foury<sup>1</sup>, Anne Collin<sup>2</sup>, Jean-Christophe Helbling<sup>1</sup>, Christine Leterrier<sup>3</sup>, Marie-Pierre Moisan<sup>1\*</sup>, Laurence A. Guilloteau<sup>2\*†</sup>

<sup>1</sup>University Bordeaux, INRAE, Bordeaux INP, NutriNeuro, UMR 1286, 33076, Bordeaux, France ;  (AF) ;  (J-C H),  (M-P M)

<sup>2</sup>INRAE, Université de Tours, BOA, 37380 Nouzilly, France;  (AC) ;  (LG)

<sup>3</sup>INRAE, CNRS, IFCE, Université de Tours, PRC, Nouzilly, France;  (CL)

\* Both authors contributed equally to this work.

Table S1. Differentially expressed genes up- and down-regulated in male chickens

| Gene symbol | Fold Change | Gene name                                                      |
|-------------|-------------|----------------------------------------------------------------|
| C1QTNF7     | 3,87        | C1q and TNF related protein 7                                  |
| SLC16A10    | 3,54        | solute carrier family 16 member 10                             |
| KIAA1217    | 2,73        | enhancer trap locus 4                                          |
| TPPP        | 2,52        | tubulin polymerization promoting protein                       |
| ANKH        | 2,20        | ANKH inorganic pyrophosphate transport regulator               |
| SOST        | 2,04        | sclerostin                                                     |
| HUS1        | 1,93        | HUS1 checkpoint clamp component                                |
| DCLK3       | 1,84        | doublecortin-like kinase 3                                     |
| LCAT        | 1,78        | lecithin cholesterol acyltransferase                           |
| DUS4L       | 1,77        | dihydrouridine synthase 4-like                                 |
| STK24       | 1,76        | serine/threonine kinase 24                                     |
| IMPA2       | 1,75        | inositol monophosphatase 2                                     |
| ZNF555      | 1,74        | zinc finger protein 555                                        |
| OTUD3       | 1,70        | OTU deubiquitinase 3                                           |
| FAM103A1    | 1,66        | family with sequence similarity 103 member A1                  |
| MILR1       | 1,60        | mast cell immunoglobulin like receptor 1                       |
| WFS1        | 1,55        | wolframin ER transmembrane glycoprotein                        |
| MLF1        | 1,51        | myeloid leukemia factor 1                                      |
| TBC1D12     | 1,46        | TBC1 domain family, member 12                                  |
| CCDC90A     | 1,45        | mitochondrial calcium uniporter regulator 1                    |
| MAST4       | 1,42        | microtubule associated serine/threonine kinase family member 4 |
| NINJ1       | 1,42        | ninjurin 1                                                     |
| ANKIB1      | 1,42        | ankyrin repeat and IBR domain containing 1                     |
| ST7         | 1,41        | suppression of tumorigenicity 7                                |
| PLA2G12A    | 1,40        | phospholipase A2, group XIIA                                   |
| PTPLB       | 1,39        | 3-hydroxyacyl-CoA dehydratase 2                                |
| PIK3AP1     | 1,39        | phosphoinositide-3-kinase adaptor protein 1                    |
| TCF7L2      | 1,39        | transcription factor 7 like 2, T cell specific, HMG box        |
| RAB12       | 1,38        | RAB12, member RAS oncogene family                              |
| FK21        | 1,38        | feather keratin 21                                             |
| POLR1D      | 1,38        | polymerase (RNA) I polypeptide D                               |
| LDLRAD3     | 1,37        | low density lipoprotein receptor class A domain containing 3   |
| RTN4        | 1,35        | reticulon 4                                                    |
| AP3M1       | 1,35        | adaptor-related protein complex 3, mu 1 subunit                |
| BRD9        | 1,33        | bromodomain containing 9                                       |
| NDFIP1      | 1,31        | Nedd4 family interacting protein 1                             |
| ASPM        | 1,29        | abnormal spindle microtubule assembly                          |
| ABCD2       | 1,28        | ATP-binding cassette, sub-family D (ALD), member 2             |
| NR1D2       | 1,28        | nuclear receptor subfamily 1, group D, member 2                |
| CRTAP       | 1,25        | cartilage associated protein                                   |
| DISP1       | 0,83        | dispatched RND transporter family member 1                     |

| Gene symbol | Fold Change | Gene name                                                                                 |
|-------------|-------------|-------------------------------------------------------------------------------------------|
| SLC6A8      | 0,81        | solute carrier family 6 (neurotransmitter transporter, creatine), member 8                |
| MDFI        | 0,80        | MyoD family inhibitor                                                                     |
| NAPRT1      | 0,79        | nicotinate phosphoribosyltransferase                                                      |
| LAMB2       | 0,75        | laminin, beta 2                                                                           |
| KLF8        | 0,75        | Kruppel-like factor 8                                                                     |
| FLOT2       | 0,75        | flotillin 2                                                                               |
| NEK1        | 0,75        | NIMA related kinase 1                                                                     |
| RNF166      | 0,75        | ring finger protein 166                                                                   |
| IL1RL1      | 0,74        | interleukin 1 receptor-like 1                                                             |
| ACOT11      | 0,73        | acyl-CoA thioesterase 11                                                                  |
| ACAD8       | 0,72        | acyl-Coenzyme A dehydrogenase family, member 8                                            |
| MUC17       | 0,71        | mucin 17, cell surface associated                                                         |
| GPR34       | 0,71        | G protein-coupled receptor 34                                                             |
| GIT2        | 0,70        | GIT ArfGAP 2                                                                              |
| ASPG        | 0,70        | asparaginase                                                                              |
| DNAH17      | 0,68        | dynein, axonemal, heavy chain 17                                                          |
| SCAF11      | 0,66        | SR-related CTD-associated factor 11                                                       |
| ANGPTL6     | 0,65        | angiopoietin-like 6                                                                       |
| CRYBB3      | 0,64        | crystallin, beta B3                                                                       |
| SPAG5       | 0,64        | sperm associated antigen 5                                                                |
| COQ10B      | 0,63        | coenzyme Q10B                                                                             |
| GNMT        | 0,63        | glycine N-methyltransferase                                                               |
| BTBD1       | 0,56        | BTB domain containing 1                                                                   |
| PDIA5       | 0,53        | protein disulfide isomerase family A member 5                                             |
| MIR144      | 0,51        | microRNA 144                                                                              |
| MYO15B      | 0,48        | myosin XV like                                                                            |
| YWHAG       | 0,41        | tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein, gamma polypeptide |

Table S2. Differentially expressed genes up- and down-regulated in female chickens

| Gene symbol | Fold Change | Gene name                                                    |
|-------------|-------------|--------------------------------------------------------------|
| TMEM215     | 6,17        | transmembrane protein 215                                    |
| HSP25       | 1,98        | heat shock protein family B (small) member 9                 |
| HSPB11      | 1,88        | heat shock protein family B (small), member 11               |
| IRAK1BP1    | 1,76        | interleukin-1 receptor-associated kinase 1 binding protein 1 |
| APCDD1      | 1,68        | adenomatosis polyposis coli down-regulated 1                 |
| SIK1        | 1,65        | salt inducible kinase 1                                      |
| TCF15       | 1,64        | transcription factor 15                                      |
| C3orf58     | 1,62        | chromosome 9 C3orf58 homolog                                 |
| WWC1        | 1,53        | WW, C2 and coiled-coil domain containing 1                   |
| TSPAN7      | 1,53        | tetraspanin 7                                                |
| HSPH1       | 1,51        | heat shock protein family H (Hsp110) member 1                |
| EPB41L5     | 1,50        | erythrocyte membrane protein band 4.1 like 5                 |
| ANP32E      | 1,48        | acidic nuclear phosphoprotein 32 family, member E            |
| HSPA8       | 1,47        | heat shock protein 8                                         |
| CHORDC1     | 1,47        | cysteine and histidine-rich domain containing 1              |
| DDHD2       | 1,45        | DDHD domain containing 2                                     |
| TJP1        | 1,45        | tight junction protein 1                                     |
| TMEM62      | 1,45        | transmembrane protein 62                                     |
| PSTK        | 1,44        | phosphoseryl-tRNA kinase                                     |
| UBI         | 1,38        | polyubiquitin                                                |
| CDA         | 1,36        | cytidine deaminase                                           |
| IGFBP3      | 1,34        | insulin-like growth factor binding protein 3                 |
| EFCAB12     | 1,34        | EF-hand calcium binding domain 12                            |
| MRPL32      | 1,32        | mitochondrial ribosomal protein L32                          |
| PLA2G6      | 1,32        | phospholipase A2, group VI                                   |
| FAM167B     | 1,32        | family with sequence similarity 167, member B                |
| MAD2L1BP    | 1,31        | MAD2L1 binding protein                                       |
| CTNNBIP1    | 1,31        | catenin beta interacting protein 1                           |
| MRPL18      | 1,30        | mitochondrial ribosomal protein L18                          |
| ZSWIM1      | 1,30        | zinc finger SWIM-type containing 1                           |
| CEP70       | 1,27        | centrosomal protein 70                                       |
| CACNA1B     | 1,26        | calcium channel, voltage-dependent, N type, alpha 1B subunit |
| MEX3A       | 1,25        | mex3 RNA binding family member A                             |
| HNRNPA3     | 0,85        | heterogeneous nuclear ribonucleoprotein A3                   |
| PDIA6       | 0,85        | protein disulfide isomerase family A member 6                |
| ETFA        | 0,84        | electron transferring flavoprotein, alpha subunit            |
| PPP2R5C     | 0,81        | protein phosphatase 2, regulatory subunit B', gamma          |
| KIAA1715    | 0,80        | lunapark, ER junction formation factor                       |
| IDH3B       | 0,80        | isocitrate dehydrogenase 3 (NAD+) beta                       |
| OLA1        | 0,78        | Obg-like ATPase 1                                            |

| Gene symbol | Fold Change | Gene name                                                                  |
|-------------|-------------|----------------------------------------------------------------------------|
| BCR         | 0,78        | BCR activator of RhoGEF and GTPase                                         |
| SLC5A1      | 0,78        | solute carrier family 5 member 1                                           |
| HLCS        | 0,77        | holocarboxylase synthetase                                                 |
| DARS2       | 0,76        | aspartyl-tRNA synthetase 2 (mitochondrial)                                 |
| FBXL7       | 0,76        | F-box and leucine-rich repeat protein 7                                    |
| FAM122A     | 0,76        | family with sequence similarity 122, member A                              |
| UBE2T       | 0,75        | ubiquitin-conjugating enzyme E2T                                           |
| RRAD        | 0,75        | Ras related glycolysis inhibitor and calcium channel regulator             |
| TOX3        | 0,75        | TOX high mobility group box family member 3                                |
| SYT16       | 0,75        | synaptotagmin XVI                                                          |
| KIAA0930    | 0,75        | RIKEN cDNA 5031439G07 gene                                                 |
| ZFYVE9      | 0,75        | zinc finger, FYVE domain containing 9                                      |
| RCSD1       | 0,75        | RCSD domain containing 1                                                   |
| DPF3        | 0,74        | double PHD fingers, family 3                                               |
| IFITM5      | 0,73        | interferon induced transmembrane protein 5                                 |
| TG          | 0,73        | thyroglobulin                                                              |
| MICAL3      | 0,73        | microtubule associated monooxygenase, calponin and LIM domain containing 3 |
| RRP15       | 0,72        | ribosomal RNA processing 15 homolog                                        |
| DYNC2LI1    | 0,72        | dynein cytoplasmic 2 light intermediate chain 1                            |
| ZPLD1       | 0,71        | zona pellucida like domain containing 1                                    |
| WDR25       | 0,70        | WD repeat domain 25                                                        |
| ARHGAP10    | 0,70        | Rho GTPase activating protein 10                                           |
| MRPS27      | 0,69        | mitochondrial ribosomal protein S27                                        |
| TRIL        | 0,69        | TLR4 interactor with leucine-rich repeats                                  |
| COLQ        | 0,68        | collagen-like tail subunit of asymmetric acetylcholinesterase              |
| ZPBP        | 0,65        | zona pellucida binding protein                                             |
| FGFBP2      | 0,64        | fibroblast growth factor binding protein 2                                 |
| ZNF407      | 0,63        | zinc finger protein 407                                                    |
| MTSS1L      | 0,63        | MTSS I-BAR domain containing 2                                             |
| PROM1       | 0,62        | prominin 1                                                                 |
| XDH         | 0,61        | xanthine dehydrogenase                                                     |
| TBC1D5      | 0,60        | TBC1 domain family, member 5                                               |
| NEB         | 0,60        | nebulin                                                                    |
| RARRES2     | 0,59        | retinoic acid receptor responder (tazarotene induced) 2                    |
| NSG1        | 0,59        | neuronal vesicle trafficking associated 1                                  |
| FRZB        | 0,56        | frizzled-related protein                                                   |
| PTCD2       | 0,56        | pentatricopeptide repeat domain 2                                          |
| CTIF        | 0,54        | CBP80/20-dependent translation initiation factor                           |
| CES1        | 0,47        | carboxylesterase 1 like 1                                                  |
| LYRM2       | 0,46        | LYR motif containing 2                                                     |
| FAM96B      | 0,40        | family with sequence similarity 96 member B                                |
| CEP104      | 0,37        | centrosomal protein 104                                                    |
| PRIM2       | 0,22        | primase (DNA) subunit 2                                                    |

Table S3. List of genes tested by qPCR

Differentially expressed genes up- or down-regulated between Delayed and Control groups from microarray analysis

Genes not tested on the microarray and added to the list

How the deposited data were processed for this re-analysis (not part of the article)

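Gene expression was measured in blood cells of 24 broiler chickens on day 34, in males and females of the Delayed and Control groups that had access to water only, with 1 Agilent array per chicken. Each chicken's sex and group were taken from the sample labels. The physiological measurements, the quantitative PCR and the groups with access to essential oils were not analysed here. One gene that the paper names is not reported here.

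The authors labelled RNA with Cy3, scanned the arrays and extracted each spot with Agilent Feature Extraction, and the deposited scanner files hold the intensity of each spot as the median and the mean of its pixels, the local background, a processed signal and flags for spots above background, saturated or irregular. These intensity values are not normalized between arrays. The authors also deposited a table of processed log2 values for 52892 spots, which by the methods are median intensities that were filtered, log2 transformed, corrected for washing and labelling series and quantile normalized. Each column of that table was set against the scanner files. The correlation across spots was 0.9997 to 1.0 for the 24 arrays, and each column was closest to its own array by its deviations from the mean of the spots (r of 0.974 to 0.999). The deposited values therefore lie close to the uncorrected log2 intensity, and the effect of the authors' correction could not be separated here. The table served as an alternative to the scanner files.

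From the scanner files, log2 of the median intensity was taken after control spots were left out. Spots were kept where they were well above background on at least 50% of the arrays of at least 1 of the 4 groups, which left 53202 of 61350 spots. The values were quantile normalized over the 24 arrays, 227 values of outlier spots were set to missing and repeated spots of a probe were averaged. Quantile normalization gives every array the same distribution, so that a change of all genes in one direction would not be seen. Gene names were taken from the files, from the probe names and from the NCBI gene table of assembly GRCg7b, and positions are those of the files on galGal3. Arrays measure brightness relative to background, and the share of spots well above background on each array limits what low signals can show. Folds against a group in which a probe was not well above background are given as lower bounds.

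Delayed and Control chickens were compared within each sex with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3 with data.table 1.17.8, with no covariate. The interaction of sex and placement, the effect of sex with placement as covariate and the effect of placement with sex as a blocking factor were fitted over all arrays. Probes were called at a Benjamini-Hochberg adjusted p under 0.05, and for placement also at the paper's threshold of a non-adjusted p under 0.005 with a difference of at least 20%, a log2 fold change of at least 0.263. A gene was called where at least 1 of its probes passed, and its value is that of the probe with the highest mean log2 signal. Single genes were also tested with two-sided exact permutation tests over all 462 splits of the males or 1716 splits of the females, and component scores with 100000 permutations. Principal components were computed on probes scaled to unit variance, the default of the tool named in the methods. Lists of genes were tested with limma's camera (correlation between genes preset at 0.01), fry and an exact permutation test of the list's median. The 13 lists were heat shock, clock, targets of NFE2L2 known for oxidative stress, erythroid, thrombocyte, heterophil, T cell, B cell and monocyte genes, genes of the mitochondrial and cytosolic ribosomes, microtubule genes and nuclear genes of oxidative phosphorylation. Tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

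The comparisons, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Any gene that the paper names in its text, figures or Tables S1 to S3 may be named, along with the 5 probes of each comparison with the largest absolute change among those past its threshold and the members of the lists. The alternatives were no filter or a stricter filter on dim probes, the processed signal scaled to the 75th percentile of each array, normexp background correction with an offset of 50, quantile normalization within each sex, slide as a block, one fit of the 4 groups, a variance prior with trend and robust estimation, the authors' processed values, no minimum difference, a p under 0.001, the mean of a gene's probes, unscaled principal components, lists without the genes of Tables S1 and S2, and leaving out each chicken in turn. The statistics were tested on simulated data with 200 changed probes. A list of 30 genes shifted by 0.3 log2 units in simulated females gave a camera p of 2.33e-27, and a list that was not shifted gave 0.39. The simulated probes were independent of each other, so these values do not show how camera behaves on correlated genes.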

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

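The interaction of sex and placement for single probes in limma was planned, and the other tests in this part were chosen only after the result was seen.

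Male Control replicate 3 lay apart from the other male Control chickens on the second principal component, with a score of 73.03 against -27.09 for the nearest of the 6. In all, 102 groups of chickens were examined for such a sample and 6 had one, and chance gives about 1 in 20. A female array under a male label is argued against by the chromosome W probes, whose mean on this array was 8.27, where the arrays labelled female had at least 11.66. A low signal over background cannot be excluded. This array had the lowest share of spots well above background (81.8%) and the lowest median intensity (178) of the male Control arrays. However, 6 arrays of other groups had fewer spots well above background. Without this chicken, sex explained 61.9% of the second component in place of 40.4%, but other chickens moved this share as well, to 67.2% without male Delayed replicate 5 and 22.8% without female Control replicate 5. A state of this chicken or the handling of its sample stays open and was not tested.

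Outlier spots numbered 30 on the array of male Delayed replicate 3, whereas the nearest of the 5 male Delayed arrays had 9. Higher numbers were found on the arrays of female Delayed replicates 4 and 3, with 78 and 42. All 3 arrays lie on slide 3, whose other arrays had 2 to 9, and what differed on these arrays was not tested. These spots were set to missing, and no biological explanation was tested.

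Some chickens stood apart from their group in genes of Tables S1 and S2, on the brightest probe. PLA2G12A had a log2 intensity of 6.34 in male Control replicate 1 against 8.83 in the nearest chicken, and without this chicken its log2 fold change in males fell from -0.28 to -0.72. SLC5A1 had 6.54 in female Delayed replicate 7 against 5.48 in the nearest, and without this chicken its log2 fold change in females was 0.03 in place of 0.19. PRIM2 had 8.62 in female Delayed replicate 1 against 8.26, and ANP32E had 14.35 in female Delayed replicate 6 against 14.18. Without these chickens their log2 fold changes in females were -0.08 and -0.27, in place of -0.01 and -0.23. No explanation was tested for any of these 4.

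NSG1 was flagged because it was called in both sexes, and its directions in males and females were opposite. Its interaction, female minus male, was -1.31 on the brightest probe (permutation p = 0.00013). A gene called in opposite directions has a large interaction by its selection, so the permutation p-values given here are not independent evidence. A variant or fault of a single probe is argued against, since the other probes of the gene gave -1.01 (permutation p = 5e-04) and -0.69 (permutation p = 0.00388). Chance among all probes tested cannot be excluded, with an adjusted p of 0.797 in limma, and a difference in response between the sexes is among the explanations that stay open.

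The effect of placement on 3 of the 13 gene lists differed between the sexes by camera. The median interaction, female minus male, was 0.0573 for heat shock genes (adjusted p = 0.0259 from limma's camera), 0.317 for heterophil genes (adjusted p = 0.0259) and -0.0984 for nuclear genes of oxidative phosphorylation (adjusted p = 0.0419). By limma's fry, the adjusted p was 0.46, 0.5 and 0.0785, and none passed. When the sex labels were exchanged within each placement, the permutation p adjusted over the 13 lists was 0.379, 0.379 and 0.163. Chance can therefore not be excluded for any of the 3.

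Among the 24827 probes that the gene table gives no place, 144 (0.58%) were higher in every female than in every male, where chance gives 4.01e-05%. The paper does not report on these probes. In the files, 17 of the 144 lie on chromosome W, 11 on Z, 22 on unplaced sequence, 25 on another chromosome and 69 have no position. A candidate explanation is that they measure transcripts of chromosome W that the gene table misses. Of the 85 probes with a log2 difference over 2, the files place 10 on W, 13 on unplaced sequence and 9 elsewhere, and 53 have no position, so that 89.4% could come from W. Transcripts of W and female expression of other genes cannot be told apart here, since most of these probes have no position.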

How the results depend on the processing

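Values with slide and row on the slide as blocks, with the probe of smallest p in place of the brightest probe of a gene, with unscaled components after removal of the slide, and with unscaled components of the authors' values were chosen only after the data were seen. The share of spots well above background was 85.6% ± 2.1 (SD, n = 12) in the first row of the slides and 81.3% ± 2.58 (SD, n = 12) in the second (permutation test, p = 0.00026), which prompted the first of these. No paired analysis was possible because the labels give each group its own numbering of chickens and name no pair, litter or pen.

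Under the processing alternatives, 117 of 136 values of counts and components stayed close to the value reported, which means within 1.5 times for counts and within the range of the fits that each leave out 1 chicken for the share of the first component. With the same alternatives, 272 of 290 values of gene lists and 409 of 453 values of single genes kept their direction and side of the threshold, and all 66 shares of the paper's lists stayed within the binomial confidence interval of the share reported. Over the fits that leave out a chicken of the sex compared, the numbers were 177 of 192 for counts, 241 of 312 for gene lists, 406 of 473 for single genes and 72 of 72 for the paper's lists. The component was not judged in this way, since these fits set its range. SLC16A10, TPPP, HUS1, HSP25, HSPH1 and TMEM215 kept direction and threshold under every processing alternative that was run. No alternative moved the median of all genes by more than 0.1 or the share of higher calls by more than 10 percentage points among the scalings. Where a value below changed, the cause was not tested unless stated.

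The first component held 11.78% of the variance with no filter, 11.92% with probes well above background on all arrays, 13.61% with the processed signal, 11.46% with slide removed, 29.11% unscaled, 32.53% unscaled with slide removed and 28.68% unscaled with the authors' values. Unscaled, probes that differ most between chickens weigh most, and sex explained 99.7% of it.

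At a p under 0.001, 30 probes passed in males, 39 in females and 12 with sex as a block, and 12 genes in males and 21 in females, fewer by construction. Slide and row as blocks gave 76 genes in males, and the mean of a gene's probes gave 41 in females. The count of genes shared by the sexes was 0 in place of 1 with slide as a block, one fit of the 4 groups, a p under 0.001, the mean of a gene's probes, and slide and row as blocks. With each chicken left out, probes past the adjusted threshold in males ranged from 0 to 5 (5 without male Control replicate 2), genes called from 48 to 83 in males (83 without male Delayed replicate 2) and from 51 to 113 in females (113 without female Control replicate 3), and shared genes from 0 to 3 (3 without male Control replicate 1). The cause was not tested.

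Several lists with a median near 0 changed sign. Clock genes in males had -0.0143 without the members in Tables S1 or S2, -0.00182 with the processed signal and -0.00905 with slide and row as blocks, and in females 0.00843 with the processed signal. Heterophil genes in females had 0.0275 with the processed signal, 0.0221 with the mean of probes and 0.00419 with slide and row. Genes of the cytosolic ribosome in males had -0.0722, -0.0137 and -0.000164 under the same 3 alternatives, and in females 0.0225 with the processed signal. The cause was not tested. With each chicken left out, the medians ranged in males from -0.0386 to 0.0493 for clock, -0.0505 to 0.013 for NFE2L2, -0.0306 to 0.0845 for thrombocyte, -0.0726 to 0.066 for T cell, -0.00334 to 0.117 for B cell, -0.00507 to 0.25 for monocyte, -0.00403 to 0.0513 for microtubule and -0.0209 to 0.0389 for cytosolic ribosome genes. In females they ranged from -0.108 to 0.0137 for clock, -0.000342 to 0.0274 for NFE2L2, -0.0664 to 0.0927 for thrombocyte and -0.148 to 0.158 for heterophil genes.

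Lists also crossed camera's threshold, a non-adjusted p under 0.05. With the processed signal, erythroid genes passed in both sexes, with -0.129 in males and 0.118 in females, as did genes of the cytosolic ribosome in males with the change of sign given above and the lowest p of these changes, and genes of the mitochondrial ribosome in males no longer did, with 0.04. Those of the cytosolic ribosome in females no longer passed with probes well above background on all arrays (-0.0453) or with the mean of probes (-0.03). Nuclear genes of oxidative phosphorylation in males no longer passed with probes well above background on all arrays (0.0404) or with the processed signal (0.0416).

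Single genes changed sign in 22 cases, 7 with the mean of their probes, 8 with the probe of smallest p and 7 with the other alternatives. The mean of probes was 0.129 for PLA2G12A, 0.254 for RTN4 and -0.255 for YWHAG in males, and -0.173 for TRIL, -0.0823 for TBC1D5, -0.426 for CTIF and -0.128 for LYRM2 in females. The probe with the smallest p gave 0.295 for PLA2G12A, 0.436 for RTN4 and -1.3 for YWHAG in males, and -0.297 for ZPLD1, -0.538 for TRIL, -0.342 for TBC1D5, -0.892 for CTIF and -1.12 for LYRM2 in females. These genes have probes that differ in sign, and this choice favours calls by its construction. With it, 3 genes in males and 4 in females kept their direction and passed the threshold where the brightest probe did not. YWHAG had -0.0045 with slide as a block and -0.00435 with slide and row, and the brightest probe of GLT25D2 -0.00865 with slide and row. The brightest probe of PRIM2 had 0.0319 with the processed signal, 0.00659 with normexp and 0.00339 with slide and row, and MTSS1L had -0.0187 with normexp. The cause was not tested. With each chicken left out, the ranges were -0.0427 to 0.121 for GLT25D2, -0.0789 to 0.286 for SOST, -0.723 to 0.111 for PLA2G12A, -0.0687 to 0.246 for NEK1 and -0.0754 to 0.131 for YWHAG in males. In females they were -0.0758 to 0.067 for PRIM2, -0.134 to 0.0427 for XDH, -0.128 to 0.213 for TCF15, -3.54e-05 to 0.122 for FBXL7, -0.0242 to 0.167 for ZPLD1, -0.56 to 0.162 for TRIL, -0.00958 to 0.171 for MTSS1L, -0.00952 to 0.125 for TBC1D5, -0.139 to 0.0244 for RARRES2 and -0.0176 to 0.155 for CTIF. The cause was not tested.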

Differences from the paper's values

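The values with the probe of smallest p, with unscaled components of the authors' values, with unscaled components after removal of the slide, and with slide and row as blocks were chosen only after the result was seen.

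The paper gives 28.7% of the variability for sex, which is the share of the first component in its Fig. 3A, whereas the first component of the scaled probes held 12.34% here and did not separate the sexes. Of the alternatives set before the data were examined, unscaled probes gave 29.11% and closed the gap, and no filter, the stricter filter, the processed signal, normexp, quantile normalization within each sex, slide as a block and the authors' processed values did not, with 11.46% to 13.61%. Unscaled components of the authors' values gave 28.68%, which rounds to the number printed in Fig. 3A, and unscaled components of the scanner values with the slide removed gave 32.53%, both chosen after seeing the values.

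The paper reports no gene shared by the sexes, about 0 in Fig. 3C, whereas 1 gene, NSG1, was shared here. With slide as a block, one fit of the 4 groups, a p under 0.001 or the mean of a gene's probes, 0 were shared, and likewise with slide and row as blocks, which was chosen after seeing the values. With the other processing alternatives set before the data were examined, NSG1 was shared. In the fits that each leave out 1 chicken, also set before the data were examined, NSG1 was shared in 3 of the 11 fits without a male and in all 13 without a female.

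Of 136 genes of Tables S1 and S2 with a value under the symbol printed there, the fold of Delayed over Control on the brightest probe differed from the paper's in 22. A fold was counted as differing where its direction was the opposite, or where it was more than 1.5 times away and by more than the SD between chickens. Folds nearer than this were not counted, such as 1.94 for KIAA1217 and 1.02 for EPB41L5, where the paper gives 2.73 and 1.50. A gap is called closed below where the fold no longer differed by this rule, even where the values are not equal. In 103 genes, 44 of Table S1 and 59 of Table S2, some probe of the gene gave the paper's fold within 0.01. In males, the paper gives 3.87 for C1QTNF7, 2.04 for SOST, 1.46 for TBC1D12 and 0.75 for NEK1, where the folds here were 2.08, 1.09, 0.905 and 1.05, and no alternative closed these gaps. The paper gives 1.40 for PLA2G12A and 1.35 for RTN4, where the folds were 0.824 and 0.953. The mean of a gene's probes, set before the data were examined, closed both gaps with 1.09 and 1.19, as did the probe with the smallest p, chosen after seeing the values, with 1.23 and 1.35. For PDIA5 and YWHAG the paper gives 0.53 and 0.41 against 0.897 and 1.02 here. No alternative set before the data were examined closed these, and the probe with the smallest p, chosen after seeing the values, did with 0.534 and 0.405.

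In females, the paper gives 1.53 for TSPAN7, 1.48 for ANP32E, 0.78 for SLC5A1, 0.76 for FBXL7 and 0.63 for MTSS1L, where the folds were 0.859, 0.853, 1.14, 1.05 and 1.04, and no alternative closed these gaps. For TCF15 the paper gives 1.64 against 1.06 here. The processed signal (1.12), slide as a block (1.12) and the mean of probes (1.34), all set before the data were examined, closed this gap, as did slide and row as blocks (1.12) and the probe with the smallest p (1.62), both chosen after seeing the values. For TRIL, XDH, RARRES2 and CTIF the paper gives 0.69, 0.61, 0.59 and 0.54 against 1.07, 0.957, 0.974 and 1.03 here. The mean of probes, set before the data were examined, closed these gaps with 0.887, 0.754, 0.691 and 0.745, as did the probe with the smallest p, chosen after seeing the values, with 0.689, 0.587, 0.588 and 0.539. For ZPLD1, TBC1D5, LYRM2 and PRIM2 the paper gives 0.71, 0.60, 0.46 and 0.22 against 1.06, 1.05, 1.31 and 0.993 here. No alternative set before the data were examined closed these, and the probe with the smallest p, chosen after seeing the values, did with 0.814, 0.789, 0.459 and 0.225. In all, 13 of the 22 folds no longer differed with that probe and 7 with the mean of probes, while 3 and 5 other genes newly differed, so that 12 and 20 of the 136 differed under these settings.

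The paper lists 68 and 83 genes, where 48 and 75 were called here. One fit of the 4 groups, set before the data were examined, called 50 and 70 genes, and calls 44 and 58 of the listed genes that have a value, where the fits within each sex call 27 and 42. Some listed genes that the fits within each sex do not call are called by that one fit, such as NDFIP1 and ASPM in males and TCF15 in females. The paper states a strong effect of sex on the components, and here it lay on later components of scaled probes than the first. The paper describes a set of genes as not tested on the arrays, which by Table S3 includes NOS2 (listed as INOS), PIT54 and CRP, and here each of these 3 had probes. The paper's results and Table 2 name TMEM125 among the PLAG1 targets, whereas Tables S2 and S3 and the discussion name TMEM215, which is the gene reported here.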

Other observations

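Tests planned in advance were the splits of the chickens for the counts of probes, camera and fry on the lists of genes, the gap between clock activators and repressors and the overlap expected by chance, and the other tests in this part, the permutation tests of the lists among them, were chosen only after the result was seen.

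The counts of probes at a p under 0.005 with a 20% difference were set against other splits of the same chickens. Of 100 splits, the real one included, 88 gave as many probes in males, 60 in females and 91 with sex as a block, so that chance cannot be excluded for any of these counts. For the difference between the sexes at an adjusted p under 0.05, 1 of 100 splits, the real one, gave as many probes, and chance can be excluded. The lists of both sexes shared 1 gene where chance gives 0.275 on average, and 2 probes, 1 of them without a gene name, where chance gives 0.37, both in opposite directions in the sexes. With a chance of 0.759 of sharing no gene, chance cannot be excluded for the single gene.

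The first component of the scaled probes followed the slide, which explained 79.4% of it. A batch effect of the slide or its scan is a candidate explanation, which this share is in line with, and what differed between the slides was not tested. With slide removed, sex explained 31.0% of the first component and 52.7% of the second.

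Heat shock genes were higher in Delayed females as a list, with a median log2 fold change of 0.11 over 28 genes, 23 higher and 5 lower (camera p = 1.5e-08, adjusted p = 3.9e-07, fry p = 0.0201, exact permutation p = 0.104). When single chickens were left out, this median ranged from 0.0717 (without female Delayed replicate 6) to 0.133 (without female Delayed replicate 2). Of these 28 genes, 5 are in Tables S1 or S2 and were picked by the paper on these chickens. Adjusted over the list alone, 3 of the 28 passed in limma, with 0 over all probes and 6 at a non-adjusted p under 0.05. The 23 genes outside the tables had a median of 0.07 (camera p = 0.00149, fry p = 0.19, exact permutation p = 0.24). On these genes camera passed, and fry, which was also planned, and the permutation test did not. As a hypothesis, the heat shock genes may shift together in Delayed females, but the tests differ, and 178 of 1716 splits of the females gave a median as far from 0 for the whole list, so that chance cannot be excluded. In males the median was 0.07 (camera p = 0.268, fry p = 0.387, exact permutation p = 0.0671), and the 23 genes outside the tables had 0.07 (camera p = 0.126, exact permutation p = 0.0346).

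Heterophil genes were lower in Delayed males, with a median of -0.38 over 12 genes, 2 higher and 10 lower (camera p = 4.1e-05, fry p = 0.147, exact permutation p = 0.147). The brightest of them were S100A9, with a mean log2 signal of 15.36 and a change of -0.02 in males, and CTSG, with 13.79 and -0.29. The largest falls were in MPO (-1.34), GAL1 (-1.19) and LECT2 (-1.01). Of the splits of the males, 68 of 462 gave a median as far from 0, so that chance cannot be excluded. A shift in blood cell composition could lie behind the called genes. The lowest adjusted p of camera over the 6 lists of blood cell genes in both sexes was 0.000534, for this list, and neither fry nor the permutation test passed, so that a shift in cell composition and none cannot be told apart. The median of heterophil genes in females was -0.00 and their mean 0.07 (camera p = 0.598, exact permutation p = 0.998).

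No other list of blood cell genes passed camera's adjusted threshold. In males the medians were -0.02 for erythroid, 0.03 for thrombocyte, -0.03 for T cell, 0.09 for B cell and 0.14 for monocyte genes, with a camera p of 0.168, 0.469, 0.359, 0.148 and 0.153 and an exact permutation p of 0.435, 0.721, 0.799, 0.42 and 0.442. In females they were 0.03, 0.03, -0.14, -0.11 and -0.04 in the same order, with a camera p of 0.114, 0.378, 0.0105, 0.283 and 0.58 and an exact permutation p of 0.185, 0.777, 0.276, 0.386 and 0.731. The adjusted p of camera for T cell genes in females was 0.0911. TUBB1 is on both the thrombocyte and the microtubule list. The targets of NFE2L2 had medians of -0.00 in males (camera p = 0.398, exact permutation p = 0.968) and 0.01 in females (camera p = 0.0773, exact permutation p = 0.714). Genes of the cytosolic ribosome had 0.01 in males (camera p = 0.953, exact permutation p = 0.833) and -0.05 in females (camera p = 0.043, exact permutation p = 0.195). Nuclear genes of oxidative phosphorylation had 0.04 in males (camera p = 0.0454, fry p = 0.043, exact permutation p = 0.115) and -0.03 in females (camera p = 0.0929, exact permutation p = 0.161). In males, genes of the mitochondrial ribosome had 0.06 (camera p = 0.0315, exact permutation p = 0.104) and microtubule genes 0.03 (camera p = 0.684, exact permutation p = 0.357). Over the 26 tests, no list had a permutation p adjusted under 0.634.

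MRPS27 was lower in Delayed females by 0.30 without being called (exact permutation p = 0.081). A lower expression of mitochondrial ribosome genes as a class may be behind this. However, MRPL18 and MRPL32, which Table S2 lists as higher, had folds of 1.28 and 1.07 here, while 23 genes of the class were higher and 40 lower. The median of the class was -0.0322, with members on both sides of 0 and no test past 0.05, so that a small fall of the class and none cannot be told apart.

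NR1D2, a gene of the circadian clock, was higher in Delayed males, and a shift of the clock or of the time of sampling could explain it. The 15 clock genes had a median of 0.02 in males (camera p = 0.896, exact permutation p = 0.773) and -0.02 in females (camera p = 0.587, exact permutation p = 0.783). The gap between clock activators and repressors in males was 0.0758 (exact permutation p = 0.522). Of the other 14 clock genes, 0 had a p under 0.05 in limma. With members going both ways, a shift of the clock can neither be shown nor excluded.

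Genes of Table S2 tended to move against their listed direction in Delayed males, and 19 of 462 splits of the males gave a share as far from 1 in 2. After adjustment over both lists its p was 0.0823, so that chance cannot be excluded.

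HUS1 and TPPP, both higher in Delayed males, lie near each other on chromosome 2, and birds may differ in this region whatever their placement, for example by family. After removal of the group means, TPPP and HUS1 had a Pearson r of 0.272 across the 24 chickens (permutation p = 0.198, adjusted over 6 sets of birds 0.482) and a Spearman rho of 0.204 (permutation p = 0.336). Without the 2 chickens farthest from the median, r was 0.329. It was 0.346 in females and 0.01 in males, and -0.226, 0.641 and 0.225 within the 3 slides. A shared regional difference and independent changes cannot be told apart at this number of chickens. Other called probes also lie near each other. On chromosome 11, FAM96B (-1.32) and RRAD (-0.40) were both lower in Delayed females. On chromosome 10, FAM103A1 (0.73) and BTBD1 (-0.83) went in opposite directions in Delayed males. Whether birds differ in those regions was not tested, so called genes need not be independent of each other.

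The mRNA of the transcription factors whose binding sites the paper reports was measured by 12 probes in males and 19 in females. In males the log2 fold changes of the probes of Foxd3, FOXI1, MEF2A, NFE2L2, Sox2 and TEAD1 were -0.07 to 0.21, and the lowest p from limma was 0.087. In females those of PLAG1, NFIL3, ESR2, TAL1, TCF3 and Foxd3 were -0.20 to 0.17, and the lowest p from limma was 0.1. These values are of the factors' own mRNA and not of their binding.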
